# Developmental air pollution exposure augments airway hyperreactivity, alters transcriptome, and DNA methylation in female adult progeny

**DOI:** 10.1038/s42003-025-07835-0

**Published:** 2025-03-08

**Authors:** Razia Zakarya, Yik Lung Chan, Baoming Wang, Andrew Thorpe, Single-Cell Mouse Lung Disease Atlas Consortium, Sobia Idrees, Fia S. Boedijono, Alen Faiz, Philip M. Hansbro, Dikaia Xenaki, Kin Fai Ho, Hai Guo, Hui Chen, Brian G. Oliver, Christopher O’Neill

**Keywords:** DNA methylation, Transcriptomics, Asthma

## Abstract

Maternal exposure to particulate air pollution increases the incidence and severity of asthma in offspring, yet the mechanisms for this are unclear. Known susceptibility loci are a minor component of this effect. We interrogate a mouse allergic airway disease model to assess epigenetic associations between maternal air pollution exposure and asthma responses in offspring. Maternal air pollution exposure increased allergic airway disease severity in adult offspring associated with a suppressed transcriptomic response. Control progeny showed differential expression of 2842 genes across several important pathways, whilst air pollutant progeny showed an 80% reduction in differentially expressed genes and abrogation of many pathway associations. Whole genome CpG methylome analysis following allergen challenge detected differential methylation regions across the genome. Differentially methylated regions were markedly reduced in air pollutant offspring, and this was most evident in intronic regions and some transposable element classes. This study shows that asthma in adult offspring of PM_2.5_ exposed mothers had a markedly repressed transcriptomic response, a proportion of which was associated with identifiable changes in the lung’s methylome. The results point to an epigenetic contribution to the severity of asthma in offspring of mothers exposed to particulate air pollution.

## Abstract (web summary)

A preclinical murine asthma model shows that exposure to air pollution particulates during development causes worsened airway hyperreactivity and points to a transcriptomic and DNA methylation memory of developmental environment insult in adult offspring.

## Introduction

Asthma is a chronic respiratory disease that caused 455,000 deaths and was experienced by 262 million people worldwide in 2019^1^. Asthma results in airway obstruction and wheezing, associated with airway hyperresponsiveness (AHR) and commonly a Type-2 eosinophilic inflammation response^2^, although other inflammatory endotypes also manifest across patients^2^. AHR is defined as a heightened contractile response of the airway to non-specific stimuli, including chemicals such as histamine and methacholine^3^, thereby inducing excessive bronchoconstriction and subsequent increased airway resistance. Asthma has a heritable component, with estimates ranging from 40 to 90%^4–8^. While some susceptibility loci have been identified^9^, such loci are also present in healthy populations and only explain a small proportion of prevalence^10–12^. This relatively low concordance between definable genetic traits and the susceptibility to asthma suggests that other shared factors may contribute to its heritability.

A number of environmental factors are shown to be associated with asthma incidence and severity, including aeroallergens (e.g., house dust mites, pet dander, cockroach, mould and pollen^13–16^) and components of air pollution, such as carbon monoxide (CO), sulfur dioxide (SO_2_), and particulate matter <2.5 μm in diameter (PM_2.5_)^17,18^. PM_2.5_ within air is an important factor linked to increased asthma incidence^19,20^, severity^21^, and hospitalisations^22^ in humans and as such, is the focus of this study. Associations between maternal PM_2.5_ exposure and increased asthma incidence in offspring have also been reported. Mother–child dyads with spatiotemporal PM_2.5_ exposure estimation during embryonic development showed an association between maternal exposure to PM_2.5_ and increased risk of developing asthma in children^23,24^. These studies point to the risks of maternal exposure to air pollution during pregnancy on the lung function of her progeny and highlight PM_2.5_ as an important component of this effect.

Mouse models of allergic airway disease (AAD) have been developed to interrogate the mechanisms by which environmental insults, including PM_2.5_, affect asthma outcomes. The basis of these models involves the sensitisation and challenge of animals to allergens (e.g., ovalbumin^25,26^ (OVA) and house dust mite^26^) followed by the assessment of airway responsiveness by exposure to spasmogens such as methacholine^25,27^. In the context of direct exposure to PM_2.5_, it has been shown^27^ that a single insult of PM_2.5_ induced higher airway hyperresponsiveness (AHR), with and without OVA challenge. It should be noted that this occurred in a PM_2.5_ dose-dependent manner, with significant differences at the highest concentration compared to low concentration and non-PM_2.5_ exposed animals, and that OVA-challenged animals demonstrated a trend towards higher AHR, signifying an interaction effect between OVA challenge and PM_2.5_ on AHR. It was further shown^28^ that PM_2.5_ exposure and OVA challenge induced increased pulmonary inflammation and decreased the expression of the epigenetic modifiers DNA methyltransferase-1 (*Dnmt1*) and 3b (*Dnmt3b*).

Maternal PM_2.5_ exposure during development is reported to affect pulmonary outcomes in her progeny across a range of models. A single maternal bronchial exposure to PM_2.5_ induced aberrant tracheal development in the offspring^29^. Maternal PM_2.5_ exposure over numerous time points over development induced lung function changes in tissue elastance, decreased alveolar density, and broad changes in gene expression^30,31^. Gene set enrichment analysis (GSEA) showed key pathways related to respiratory distress, lung disease, and inflammation and immune response were affected^30^. Although maternal PM_2.5_ insult alone has been shown to have no effect on AHR^31^ in young offspring, other maternal models of PM_2.5_ exposure combined with an OVA challenge in adult offspring have reported lung function changes associated with maternal PM_2.5_ exposure^32^.

These experimental models point to the embryo acquiring a form of molecular or functional memory of its mother’s environment during development that is expressed as abnormal postnatal lung function. Such ‘developmental memory’ has been reported as an important contributing factor to a wide range of chronic, non-communicable disease states and is recognised as the developmental origins of disease^33,34^. An important form of molecular memory of developmental events may be alterations in the state of an individual’s epigenome^35–37^.

The epigenome refers to mitotically heritable changes to chromatin structure and can alter patterns or levels of gene expression without altering DNA sequence. An individual’s epigenome is encoded at a number of important developmental transitions associated with cell lineage specification, and within a lineage the epigenome is considered to be mitotically heritable. However, unlike genetic polymorphisms, epigenetic modifications can permutate in response to an individual’s environment and exert robust phenotypic effects^38–40^. There are many epigenetic effectors, including DNA methylation (DNAm), which—in conjunction with its binding partners—has broad epigenetic effects on chromatin conformation, genomic integrity, and gene transcription^41–44^ through interactions with promoter regions, chromatin-modifying complexes, and other cis-regulatory mechanisms^45^.

DNAm occurs through the addition of a methyl moiety to the 5th carbon within cytosine, converting it to 5-methylcytosine (5mC), predominantly at CpG dinucleotides^46^. This reaction is mediated by DNA methyltransferases (DNMT1, DNMT3A, and DNMT3B) and can impact gene expression and disease outcome^45^. Investigations assessing clinical samples with methylation arrays have shown DNAm patterns that are unique to asthma^6,7,47,48^ and differential methylation at biologically relevant asthma gene targets^49^. Numerous DNAm epigenome-wide array studies (EWAS) on clinical samples with geocoded ambient air pollution exposure showed differential gene expression and CpG methylation associated with the extent of ambient air pollution in saliva^50^, peripheral whole blood^51,52^, cord blood^53,54^, and nasal epithelium^55^ from offspring. While array-based strategies provide power by facilitating economical screening of large numbers of samples, they are limited in they do not detect differentially methylated regions (DMRs) outside those predefined specifically to each array design. Whole genome methyl-seq (WGMS) allows assessment of DMRs across the entire genome and thus allows unbiased screening for changes in DNAm. To date, there are no whole-genome methylation studies that have investigated developmental exposure to air pollution in relation to the propensity for asthma.

In this study, a murine model of AAD is used with and without developmental exposure to PM_2.5_ to understand the impact of PM_2.5_ exposure during development on asthma outcomes, gene expression, and epigenomic correlates of these changes. It reveals that maternal exposure to PM_2.5_ is associated with profound changes in the transcriptomic response to OVA and identifies a potential role for widespread changes in the epigenome in this response.

## Results

### Maternal PM_2.5_ exposure increased AHR but did not alter pulmonary immune inflammation in adult progeny

A well-defined murine asthma model^32^ was used to evaluate the effect of air pollution exposure during the developmental window on subsequent AAD. Offspring from ambient air or PM_2.5_ exposed dams were challenged with OVA to induce AAD and lung function was assessed. Methacholine challenge showed OVA exposure caused significant dose-dependent methacholine-induced AHR (Fig. 1). Importantly, this increase was significantly higher in the PM-OVA group than in the control Sham-OVA group at high concentrations of methacholine (≥25 mg/ml). The analysis considered the effects of the covariates of litter size, litter sex skew (represented as a proportion of males in one litter), unique Dam ID, and sex on the major factors. Only the sex of the pups was a significant covariate affecting AHR, with the major effect being that females had a greater response to OVA at the highest methacholine dose (Fig. 1a–c).

**Fig. 1:**
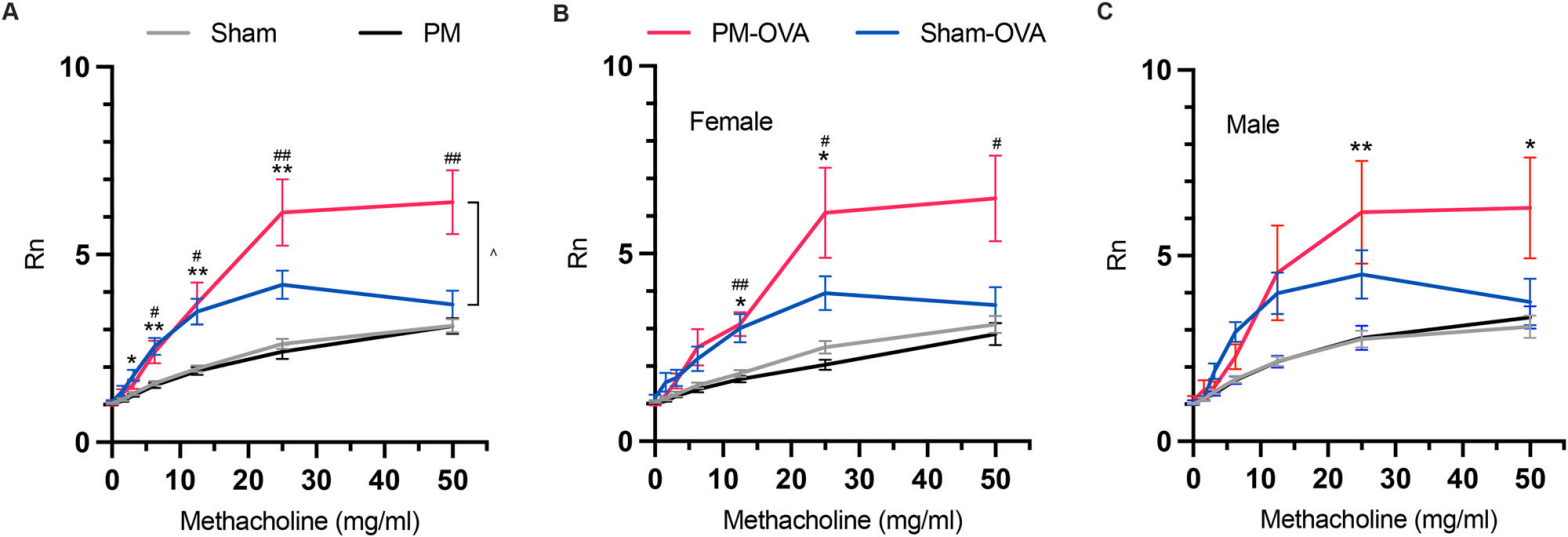
Lung function outcomes in response to developmental PM_2.5_ exposure and OVA challenge. A 13-week-old offspring across four groups were measured for airway hyperreactivity (AHR) in response to an increasing dose of methacholine using FlexiVent output of Newtonian resistance of the airways (Rn) for **A** both sexes combined (*n* = 21-26 per treatment), **B** female only (*n* = 11–14 per treatment), and **C** male only (*n* = 10–13 per treatment); data are presented as mean ± SEM. Univariate analysis of variance was performed + Tukey’s post-hoc test for multiple comparisons; *=*p* < 0.05 compared to Sham v Sham-OVA, **=*p* < 0.01 Sham v Sham-OVA, #=*p* < 0.05 PM v PM-OVA, ##=*p* < 0.01 PM v PM-OVA, and ^=*p* < 0.05.

Histological quantitative scoring of peribronchiolar inflammation showed an increase in Sham-OVA and PM-OVA compared to their respective controls but no difference between PM_2.5_ and Sham (Fig. 2a, b). BAL immune cell counts (Fig. 2c–f) showed OVA challenge significantly augmented pulmonary eosinophil and lymphocyte infiltration in Sham-OVA and PM-OVA compared to the respective saline-treated controls. Macrophage and neutrophil infiltration were not affected by the OVA challenge. There was no significant effect of maternal PM_2.5_ treatment across all leucocyte types assessed.

**Fig. 2:**
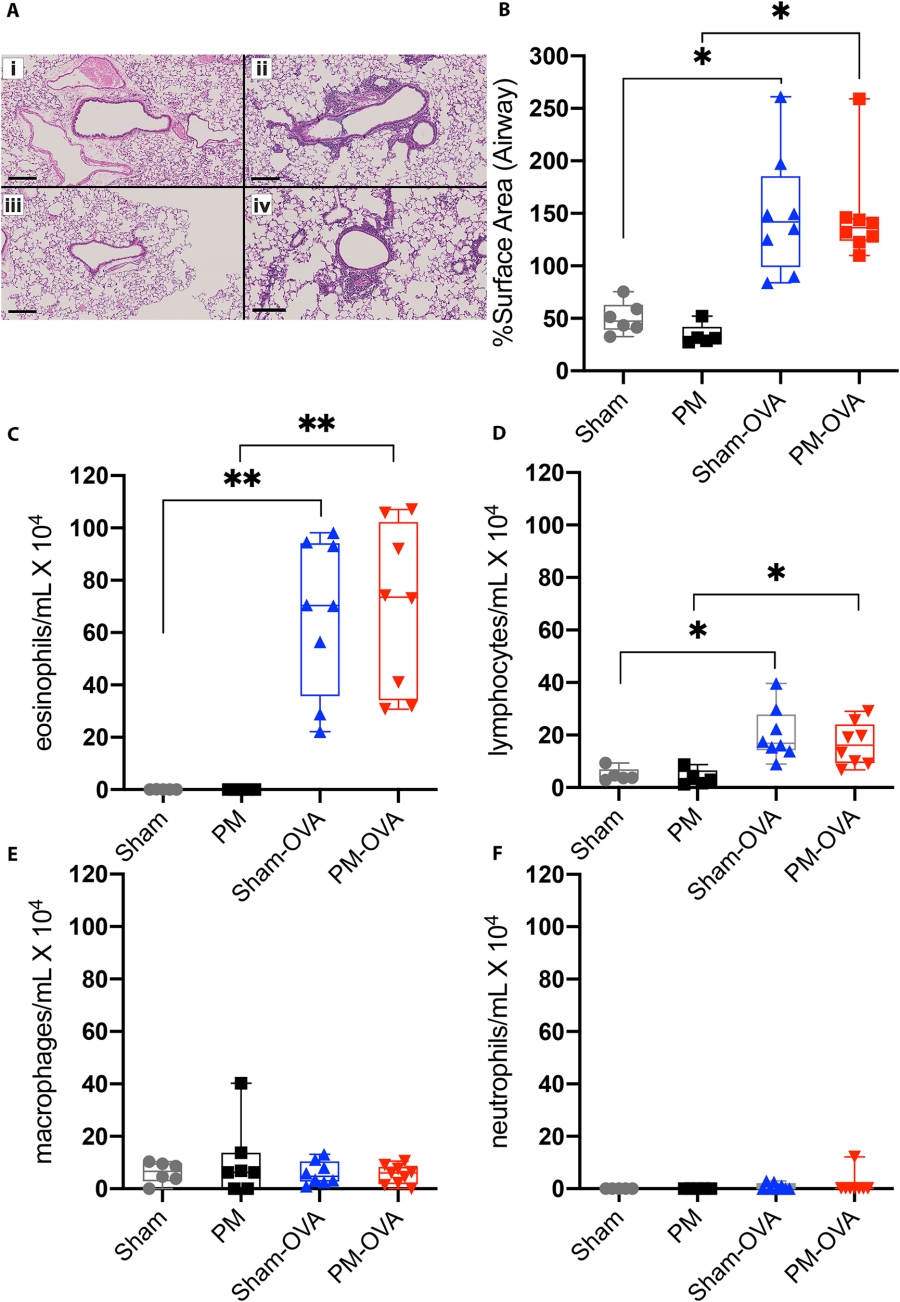
Inflammation outcomes in response to developmental PM_2.5_ exposure and OVA challenge. Representative histological images **A** of H&E stained lung sections (black bar = 200 μm) from 13-week-old female (i) Sham, (ii) Sham-OVA, (iii) PM, and (iv) PM-OVA (*n* = 5–8 per treatment) offspring, quantified for peribronchiolar inflammation **B** presented as median ± range and analysed with Kruskal–Wallis test + Dunn’s multiple comparison test; *=*p* < 0.05; **=*p* < 0.01. Post-lung function testing BALF cellularity **C**–**F** assessed via differential cell counts (*n* = 5–9 per treatment). Data are presented as median ± range and analysed with a mixed-effects model with the Geisser–Greenhouse correction + Tukey’s post-hoc test for multiple comparisons; *=*p* < 0.05; **=*p* < 0.01 (**C**).

These results confirm that murine AAD in response to OVA challenge is associated with gross pulmonary inflammatory processes. However, the similarity in the inflammatory process in both Sham-OVA and PM-OVA offspring does not provide support for differences in gross inflammatory processes as a cause for the difference in AHR between these treatment groups. The sex effect is of interest and warrants further analysis, but to simplify this analysis, we contained further analyses of female offspring. To obtain a finer-grained picture of the difference in the respiratory response induced by maternal PM_2.5_ exposure we next assessed the transcriptome of lung tissue.

### OVA challenge altered the transcriptome of Sham offspring to a greater extent than PM offspring

RNA from whole lung tissue was extracted for RNA-Seq analysis. 

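RNA-Seq libraries from the lungs of 23 offspring were analysed, 7 Sham, 7 PM, 5 Sham-OVA and 4 PM-OVA. Sham and PM offspring were born to saline- and PM_2.5_-exposed dams, and the OVA groups were sensitised to and challenged with ovalbumin (OVA) to induce allergic airway disease (AAD). The paper's methods give the tissue as right lower lobe and the control challenge as nebulised saline, whereas the sample labels name the tissue as lung with the abbreviation RML and the control as PBS. The authors trimmed the single-end reads with Trimmomatic, aligned them to the mouse genome (GRCm38) with Bowtie2 and quantified them in SeqMonk. Bowtie2 does not split a read across an intron, so reads over exon junctions are not fully covered by these values. The values used here are the authors' normalised values, 1 per gene and library. They carry the name RPKM, but in each of the 23 libraries 100% of them were whole multiples of the value of 1 read, whatever the length of the gene. They were therefore taken as RPM, reads scaled to the total of the library without a correction for gene length, and the number of reads on each gene was recovered.
The reads counted on genes ranged from 13827228 to 16671489 in Sham (median 15009979) and from 13089691 to 17393579 in PM (median 15028212). The OVA groups were sequenced less deeply, with 2298645 to 12185451 reads in Sham-OVA (median 10758335) and 4324326 to 12355561 in PM-OVA (median 8498111.5). In Sham-OVA replicate 3, the shallowest library, 1 read was worth 0.311 RPM, compared with 0.0502 to 0.0688 RPM in the saline groups. The 50 most abundant genes took a median of 13.2% of the RPM in Sham, 12.5% in PM, 19.0% in Sham-OVA and 21.4% in PM-OVA. Replicates of 1 group correlated across genes with r of at least 0.971 in Sham, 0.974 in PM, 0.899 in Sham-OVA and 0.895 in PM-OVA.
Of the 35322 genes listed, the 16795 with at least 0.5 RPM in at least 4 libraries were tested with limma on log2(RPM + 0.5). A fold change on this scale understates the change of low genes. Genes with a Benjamini-Hochberg (BH) adjusted p under 0.000001 and an absolute log2 fold change above 1, the paper's threshold, were called differentially expressed genes (DEGs). The paper's own test, DESeq2 on read counts, was run on the recovered reads as an alternative chosen after the data were seen. The paper's methods describe the offspring sequenced as female. Sham replicate 1 had 0.289 RPM of Xist, which females transcribe from the inactive X chromosome, against 528 to 1618 RPM in the other 6 Sham libraries, and 54.0 RPM of the Y-linked Eif2s3y. It was kept in its group.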

We performed cellular deconvolution (Supplementary Methods) of each replicate to determine if maternal treatment with PM_2.5_ changed the cellular response to the OVA challenge. 

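Scores of marker genes were used to follow cell types in each library. A score was the mean log2(RPM + 0.5) over a list of markers of a cell type or response, and 25 lists were compared between 4 pairs of groups with a two-sided exact permutation test and BH adjustment over the 100 comparisons. In Sham offspring 12 of the 25 scores differed after OVA challenge at an adjusted p under 0.05, 5 higher and 7 lower, and in PM offspring 14 differed, 6 higher and 8 lower. The largest difference was in a list of 11 genes of the type 2 response, among them Il4, Il5, Il13 and Ccl11, which rose from 0.51 ± 0.38 (SD, n = 7) in Sham to 5.61 ± 0.41 (SD, n = 5) in Sham-OVA and from 0.62 ± 0.53 (n = 7) in PM to 5.50 ± 0.35 (n = 4) in PM-OVA. Every OVA library lay above every saline library, which gives the smallest p these exact permutation tests allow, 0.00126 in Sham and 0.00303 in PM offspring, with adjusted p = 0.0189 in both. The dendritic cell score rose from 3.33 ± 0.31 to 3.96 ± 0.33 in Sham offspring, with 4 of the 5 Sham-OVA libraries above every Sham library (exact permutation test, p = 0.00758, adjusted p = 0.0329), and from 3.26 ± 0.20 to 3.91 ± 0.29 in PM offspring, with 3 of the 4 PM-OVA libraries above every PM library (p = 0.00606, adjusted p = 0.0287). Of its 8 markers, 5 had a higher mean after OVA challenge in Sham and 4 in PM offspring. In Sham and PM offspring, the plasma cell score rose by 3.44 and 3.43, the interstitial macrophage score by 2.69 and 2.04, and the eosinophil score by 2.57 and 1.99, each with adjusted p = 0.0189 from the exact permutation test.
Scores of several resident cell types were lower, although not all of their markers were. The difference in Sham and PM offspring was -0.88 and -0.87 for alveolar type 1 cells, -0.94 and -1.13 for alveolar type 2 cells, -0.81 and -0.85 for alveolar macrophages, -1.13 and -1.25 for NK cells, and -0.68 and -0.74 for monocytes. Of the 8 markers of alveolar type 2 cells 3 were higher in both cohorts, as were 4 of the 8 of capillary endothelial cells. Sftpc, an alveolar type 2 gene chosen after its values were seen, went from 10060 ± 2966 RPM (n = 7) in Sham to 22200 ± 2441 RPM (n = 5) in Sham-OVA and from 10530 ± 3530 RPM (n = 7) in PM to 23550 ± 7867 RPM (n = 4) in PM-OVA. Capillary endothelial cells (-0.69) and fibroblasts (-0.54) passed the adjusted threshold in Sham offspring only, and multiciliated cells (1.21), cardiac muscle (-1.13), adipose tissue (-1.24) and thymus (-0.45, on 5 markers) in PM offspring only. Fibroblasts (-0.81 in PM) and cardiac muscle (-1.36 in Sham) changed more in the cohort that did not pass (exact permutation test, adjusted p = 0.104 and 0.0866). Capillary endothelial cells (-0.56 in PM), and multiciliated cells (0.18), adipose tissue (-0.78) and thymus (-0.10) in Sham, changed less there. The scores of B cells, CD4 and CD8 T cells, granulocytes, secretory cells, venous endothelial cells, red blood cells, skeletal muscle and the Y chromosome passed in neither. Over both cohorts the number of scores past the threshold went from 26 to 20 without Sham-OVA replicate 1 or 2, and to 22 with median-of-ratios scaling. With that scaling, the scores of alveolar macrophages, capillary endothelium, fibroblasts, monocytes and NK cells no longer passed in Sham offspring, nor that of monocytes in PM offspring. Those of B cells and venous endothelial cells, both higher, newly passed in Sham offspring, as they did after quantile normalisation. No score past the threshold changed direction under either other scaling. Fold changes after OVA challenge fell with transcript length. In Sham offspring their median was 0.45 for the shortest transcripts and -1.27 for the longest. The score tests were not repeated with this trend removed, so how far it lowers the scores of resident cell types stays open.

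**Figure D1:**
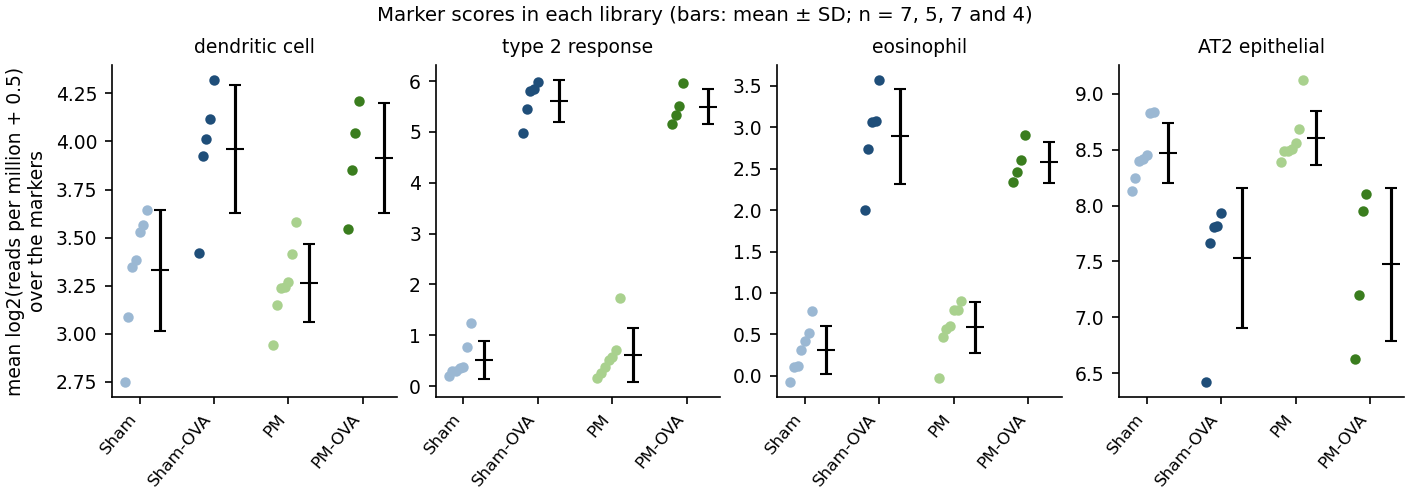
Scores of dendritic cell, type 2 response, eosinophil and AT2 epithelial (alveolar type 2) markers, as mean log2(RPM + 0.5) over the markers of each list, in each library (points) with the group mean and SD (bars). The type 2 response score lies at 5.61 in Sham-OVA and 5.50 in PM-OVA against 0.51 in Sham and 0.62 in PM, and the alveolar type 2 score is lower in both OVA groups.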

The results of this analysis (Supplementary Fig. 2) are consistent with an OVA challenge inducing a dendritic cell-mediated Type II immune response. There was no difference in the cellular distribution profile between Sham and PM_2.5_ maternal treatment, with or without OVA challenge. 

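None of the 25 marker scores differed between PM and Sham offspring without OVA challenge at an adjusted p under 0.05, and none had an unadjusted p under 0.05 (0 of 25). The smallest p was that of eosinophil markers, which were higher in PM by 0.27 (two-sided exact permutation test over 3432 splits, p = 0.111, adjusted p = 0.317). The dendritic cell score differed by -0.07 (exact permutation test, p = 0.643) and the type 2 response score by 0.11 (p = 0.662). With OVA challenge, the dendritic cell score of PM-OVA differed from that of Sham-OVA by -0.05, less than the SD of either group (exact permutation test, p = 0.825). These exact permutation tests could reach a p of 0.00794 for PM-OVA against Sham-OVA, and a lower one for PM against Sham.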

The results of the deconvolution analysis are consistent with the histological analyses and taken together, the results do not provide support for the role of changes in nature or extent of the inflammatory process in response to OVA challenge being the primary effector of the altered pulmonary response in PM offspring.

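Expression after OVA challenge was compared with that of the saline group of the same maternal exposure. Dam and litter were not in the models, which took the offspring as independent. With limma and BH adjustment, 11431 of the 16795 genes tested in Sham offspring and 10968 in PM offspring had an adjusted p under 0.05. Of these, 6960 and 6356 also changed by more than 1 on the log2 scale. At the adjusted p under 0.000001 that defines a DEG, 758 genes were called in Sham offspring (333 higher, 425 lower) and 48 in PM offspring (44 higher, 4 lower). The median of all genes fell by 0.48 in Sham-OVA and by 0.43 in PM-OVA on the log2 scale, and the values of single genes are to be read relative to that shift. Across genes, which are not independent replicates, the fold changes of both maternal groups correlated with r = 0.952 and a slope of 0.888 of PM on Sham.
The 3 DEGs of Sham offspring that rose most were Clca1, Retnla and Ccl8. Clca1 (chromosome 3, 145003817 to 145032776 of GRCm38, reverse strand), a goblet cell gene, rose by a log2 fold change of 9.86 (standard error 0.56, limma, BH-adjusted p = 8.33e-09) in Sham and 10.54 (standard error 1.38, adjusted p = 9.05e-05) in PM offspring. Its level in saline libraries was at most 1.00 RPM, apart from 6.16 RPM in Sham replicate 6 and 178 RPM in PM replicate 1. Retnla (chromosome 16, 48842551 to 48844461) had log2 fold changes of 9.74 (standard error 0.43, adjusted p = 9.21e-10, limma with BH) and 9.12 (standard error 0.68, adjusted p = 1.61e-06), reaching 18480 ± 4832 RPM (SD, n = 5) in Sham-OVA and 17480 ± 6469 RPM (n = 4) in PM-OVA. Ccl8 (chromosome 11, 82115185 to 82116799) rose from 1.44 ± 0.92 RPM (n = 7) in Sham to 632 ± 308 RPM (n = 5) in Sham-OVA and from 1.27 ± 0.76 (n = 7) in PM to 349 ± 67.3 RPM (n = 4) in PM-OVA, with log2 fold changes of 8.32 (standard error 0.32, limma with BH, adjusted p = 2.12e-10) and 7.70 (standard error 0.27, adjusted p = 9.05e-09).
The largest falls in Sham offspring were those of Klf4 (chromosome 4, 55527143 to 55532466), Ston1 and Usp9x, with log2 fold changes of -5.80, -5.46 and -5.40. Klf4 went from 72.9 ± 23.9 RPM (n = 7) in Sham to 0.837 ± 0.482 RPM (n = 5) in Sham-OVA. In PM-OVA its level was 35.1, 2.40 and 0.398 RPM in replicates 1 to 3 and it was listed at 0 in replicate 4, so that its log2 fold change of -4.81 had a standard error of 0.90 (limma with BH, adjusted p = 6.38e-04). In PM offspring the DEGs that rose most were Jchain (chromosome 5, 88519809 to 88527891; log2 fold change 7.76, standard error 0.33, limma with BH, adjusted p = 1.47e-08), Mzb1 and Rnase2a, all 3 of which were also above the other Sham libraries in Sham replicate 6. The DEGs that fell most there were Atp7a (-5.08), Gm43300 and Gm38393. Gm38393 was listed at 0 in all 9 OVA libraries, against 1.99 ± 0.25 RPM (n = 7) in PM. None of these genes changed direction with any library left out or under the other pseudocounts and scalings.

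**Figure D2:**
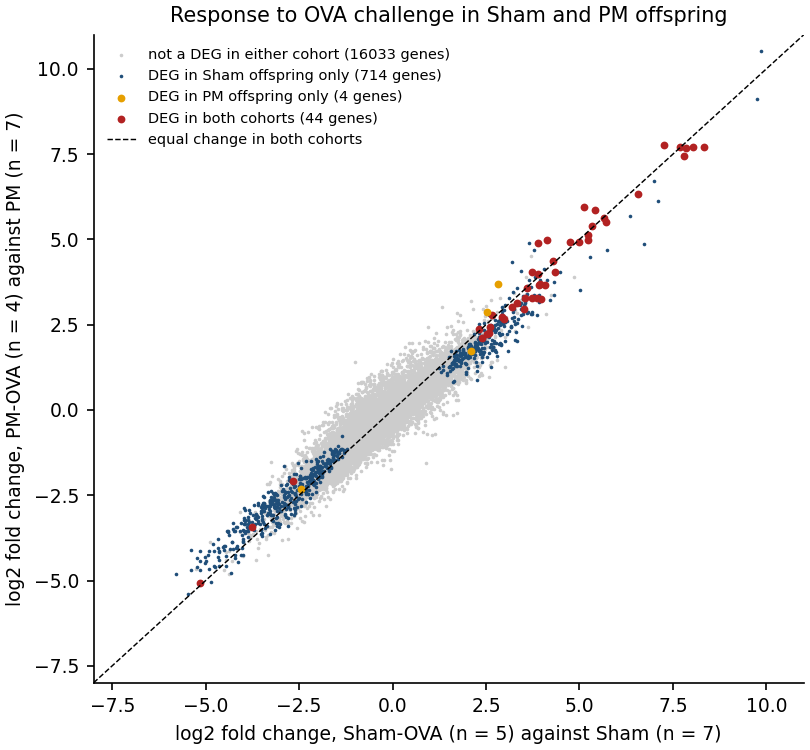
Log2 fold change of each of the 16795 genes after OVA challenge in Sham (x axis, n = 5 against 7) and in PM offspring (y axis, n = 4 against 7), with DEGs of 1 or both cohorts coloured and the line of equal change dashed. The 714 DEGs of Sham offspring only and the 44 of both lie along the same line as the other genes, with a correlation of 0.952 across genes.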

We showed that the OVA challenge caused a large transcriptomic response in both Sham-OVA (Fig. 3a) and PM-OVA (Fig. 3b) offspring compared to their respective saline controls. It was noteworthy, however, that the number of DEGs was greater in Sham-OVA than PM-OVA (Fig. 3c). Both the histological and cellular deconvolution analyses showed that a marked inflammatory process occurred in response to OVA challenge, so our analysis does not allow us to directly determine how much of the transcriptomic response to OVA was due to changes in function of pulmonary tissues compared to a measure of the transcriptomics of the inflammatory cells. 

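The number of DEGs was 758 in Sham-OVA and 48 in PM-OVA with limma. The number may depend on the spread between libraries as well as on the size of the change. The median standard deviation of a gene between replicates was 0.26 in Sham and 0.20 in PM, and 0.48 in Sham-OVA and 0.54 in PM-OVA, on the log2 scale. Among the alternatives that raised the numbers, an adjusted p under 0.05 with the same fold change threshold raised them most, to 6960 and 6356. Single libraries also moved them. Without Sham-OVA replicate 3, the shallowest library, the number in Sham offspring was 3085, and with each of the other Sham-OVA libraries left out it lay between 276 and 476. Without PM-OVA replicate 1 the number in PM offspring was 504, and with each of the other PM-OVA libraries left out it lay between 15 and 20. Leaving out a saline library lowered the numbers, to between 337 and 579 in Sham offspring (367 without Sham replicate 1, the library with Y-linked transcripts) and between 16 and 25 in PM offspring. With 3 OVA libraries in every fit, the median number was 193.5 over the 10 possible fits in Sham (range 49 to 2254) and 19.5 over the 4 in PM (range 15 to 504).
On the recovered reads, DESeq2 with BH adjustment called 5689 genes in Sham and 3261 in PM offspring at an adjusted p under 0.000001. It called 4806 and 2806 when an absolute log2 fold change above 1 was required as well. DESeq2 called 5710 genes in PM offspring without PM-OVA replicate 1 and 2048 without PM-OVA replicate 3, and it called from 4880 to 6291 in Sham offspring over the 5 fits that each left out 1 Sham-OVA library. A quasi-likelihood test in edgeR on the same reads called 1388 genes in Sham and 42 in PM offspring.

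**Figure D3:**
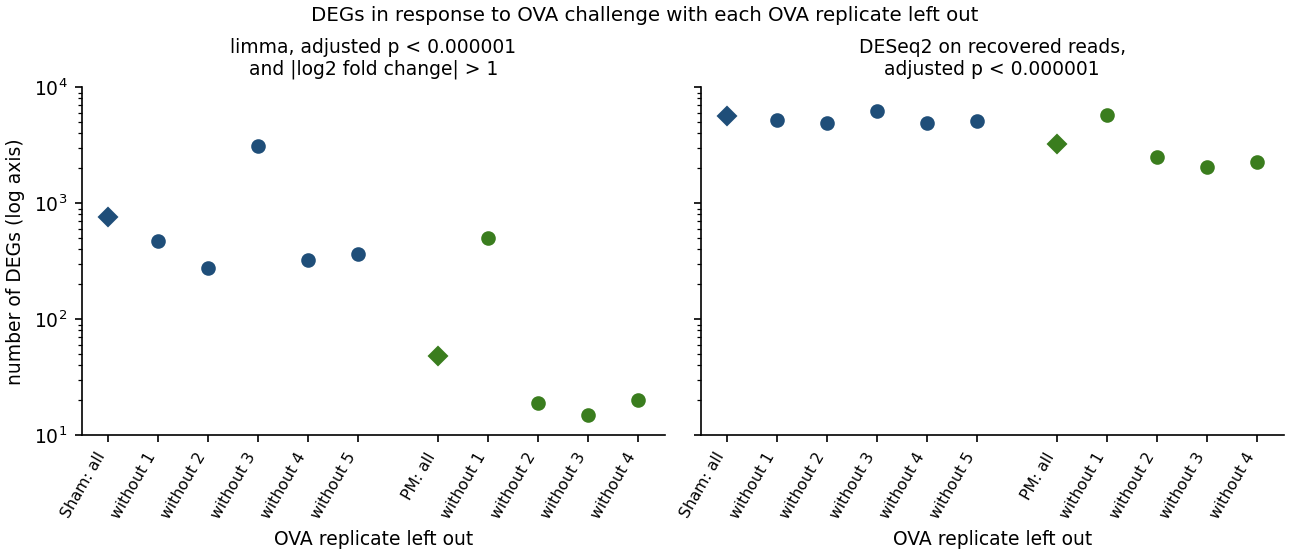
Number of DEGs (log axis) in Sham and PM offspring with all libraries (diamonds) and with each OVA replicate left out (circles), for limma with a fold change threshold (left) and DESeq2 without one (right). With limma the number in PM offspring goes from 48 to 504 without replicate 1, and with DESeq2 from 3261 to 5710.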

Importantly though, cellular deconvolution analysis did not distinguish between Sham-OVA and PM-OVA treatment groups (Supplementary Fig. 2). This allows us to infer that the difference in the transcriptomic response in the PM-OVA treatment group was not primarily a consequence of changes in cellular allocation in the lung.

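Between PM-OVA and Sham-OVA, none of the 25 marker scores differed at an adjusted p under 0.05, and 0 of 25 had an unadjusted p under 0.05. The largest difference was in multiciliated cell markers, at 5.59 ± 0.68 (SD, n = 4) in PM-OVA and 4.69 ± 0.89 (n = 5) in Sham-OVA, a difference of 0.91 (two-sided exact permutation test, p = 0.135, adjusted p = 0.355). Interstitial macrophage markers differed by -0.39 (exact permutation test, p = 0.143) and eosinophil markers by -0.31 (p = 0.357). The type 2 response score was 5.50 ± 0.35 in PM-OVA and 5.61 ± 0.41 in Sham-OVA (exact permutation test, p = 0.675), and the alveolar type 2 score 7.47 ± 0.69 and 7.53 ± 0.62 (p = 0.897). With 4 against 5 libraries, differences smaller than these spreads were not detectable.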

**Fig. 3:**
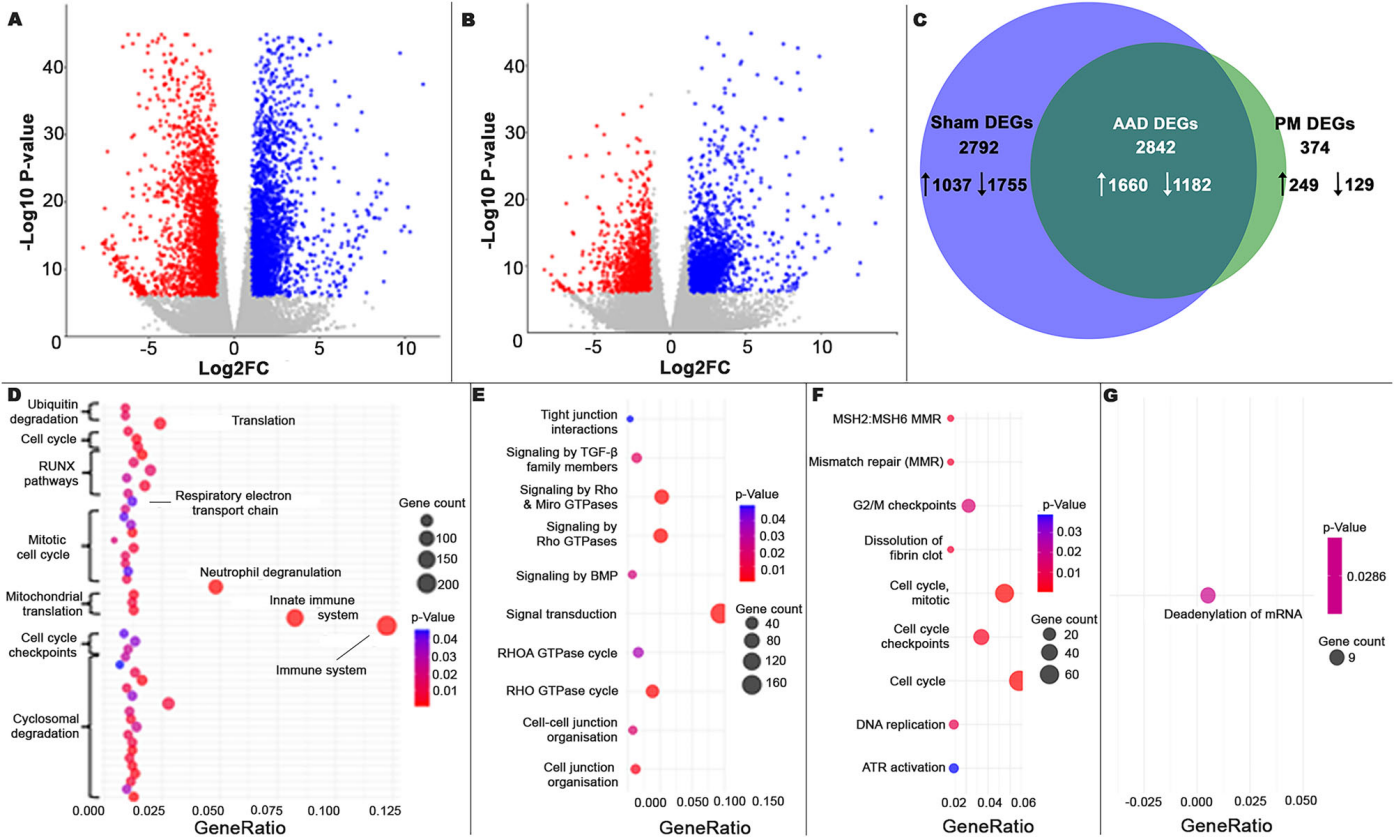
RNA-Seq performed on post-lung function tested 13-week-old female lung homogenates (*n* = 4–7 per treatment group). OVA treatment significantly induces differentially expressed regions (DEGs; *p* < 0.000001; log2FC > |1| in both Sham (**A**) and PM2.5 (**B**) offspring. Significant DEGs are denoted by colour (red = log2FC > 1, blue = log2FC < −1). **C** Set operations analysis showed how many of those genes were shared (AAD DEGs; dark green), unique to Sham (Sham; blue), and unique to PM_2.5_ (PM_2.5_; light green) offspring. The chi-squared analysis found that maternal insult significantly altered DEG expression patterns (*p* < 0.0001, d*f* = 2). **D**–**G** Bubble plots demonstrating DEGs enriched in key Reactome pathways (*p* < 0.05) for DEGs up (**D**) and downregulated (**E**) in AAD and those up (**F**) and downregulated (**G**) in Sham.

To analyse the impact of maternal PM_2.5_ treatment on the transcriptome in AAD, the OVA-induced DEGs from each group were compared using set operations analysis to classify them into different categories: (i) DEGs occurring in response to OVA challenge in both Sham and PM_2.5_ offspring (henceforth referred to as ‘AAD DEGs’), (ii) DEGs occurring in response to OVA challenge in Sham offspring only (henceforth referred to as ‘Sham DEGs’), and (iii) DEGs occurring in response to OVA challenge in PM_2.5_ offspring only (henceforth referred to as ‘PM_2.5_ DEGs’).

Applying this categorical separation of genes duplicated across treatment groups (AAD DEGs) and those unique to maternal treatment (Sham DEGs & PM_2.5_ DEGS) highlighted an effect of maternal treatment on differences in the differential expression of genes in response to AAD induction. We identified 2842 AAD DEGs (1660 upregulated and 1182 downregulated), 2792 Sham DEGs (1037 upregulated and 1755 downregulated), and only 374 PM_2.5_ DEGs (249 upregulated, 129 downregulated) (Fig. 3c). 

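Set operations on the limma calls gave 44 AAD DEGs (41 upregulated and 3 downregulated), 714 Sham DEGs (292 upregulated and 422 downregulated) and 4 PM_2.5_ DEGs (3 upregulated and 1 downregulated). The 4 PM_2.5_ DEGs were Duoxa1, Gm44985, Cotl1 and Gm38393, all chosen after their values were seen. DESeq2 on the recovered reads, without a fold change threshold, gave 2889 AAD DEGs (1681 upregulated and 1208 downregulated), 2800 Sham DEGs (1046 and 1754) and 372 PM_2.5_ DEGs, of which 246 were upregulated.
Genes in a set of 1 cohort were not without a response in the other. All 714 Sham DEGs of the limma fit changed in the same direction in PM offspring with a BH-adjusted p under 0.05, and 710 of them by more than 1 on the log2 scale. Their median absolute log2 fold change was 2.66 in Sham and 2.34 in PM offspring, with a median standard error of 0.21 and 0.31. They were chosen on the Sham libraries, which raises their change there. For the 4 PM_2.5_ DEGs, chosen on the PM libraries, the median was 2.59 in PM and 2.50 in Sham offspring. Of the 2800 Sham DEGs of DESeq2, 2798 had the same direction in PM offspring and 2666 (95.2%) an adjusted p under 0.05 there. Of the 372 PM_2.5_ DEGs, 370 and 332 (89.2%) did in Sham offspring. With each library left out in turn, the limma fit gave between 15 and 292 AAD DEGs, the most without PM-OVA replicate 1, and between 243 and 3038 Sham DEGs, the most without Sham-OVA replicate 3. Without PM-OVA replicate 1 the PM_2.5_ DEGs rose to 65 upregulated and 147 downregulated, and without any 1 of the 7 PM libraries their number was 0. Without Sham replicate 1 there were 330 Sham DEGs and 11 PM_2.5_ DEGs, and without each of the other Sham libraries 301 to 540 and 7 to 12.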

Chi-squared analysis showed a significantly greater proportion of Sham DEGs were downregulated, whilst a greater proportion from PM_2.5_ DEGs were upregulated.

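Of the 714 Sham DEGs of the limma fit, 59.1% were downregulated, against 3 of 44 AAD DEGs (6.82%) and 1 of 4 PM_2.5_ DEGs. A chi-squared test over the 3 sets gave 47.5 with 2 degrees of freedom and p = 4.8e-11. Because the smallest expected number was 1.76, Fisher's exact test was run as well (two-sided, p = 9.58e-13). Genes are not independent replicates, so these p-values describe the gene sets and not the animals. Over the 14 fits that left out 1 library and still had genes in all 3 sets, the p stayed between 8.59e-19 and 1.14e-04 (Fisher's exact test, or a chi-squared test for the larger sets), and in the others no PM_2.5_ DEG was left to test. The order of the sets was less stable than the p. Without PM-OVA replicate 1, 52.6% of Sham DEGs, 61.6% of AAD DEGs and 69.3% of PM_2.5_ DEGs were downregulated. The Sham share was also below the AAD share with array weights (55.3% and 79.4%) and at an adjusted p under 0.05 (68.0% and 74.9%). The PM_2.5_ share was above the Sham share with array weights, at 87.7%, and with all 4 groups in one fit, at 80% against 56.8%. The same held, on a single PM_2.5_ DEG each, with a pseudocount of 0.1 and with all libraries at one depth. Apart from these and the fit without PM-OVA replicate 1, the PM_2.5_ share was the lower wherever both sets had genes. In the DESeq2 sets, 62.6% of Sham DEGs, 41.8% of AAD DEGs and 33.9% of PM_2.5_ DEGs were downregulated. The share that fell moved with the scaling of the libraries. Of all limma calls in Sham offspring, 56.1% fell on the deposited scale, 43.4% after quantile normalisation, 45.0% after median-of-ratios scaling and 34.6% after removal of the trend with transcript length and GC content. In PM offspring, 8.33% of the calls fell, and 52.0% when all 4 groups shared one estimate of the spread. At an adjusted p under 0.05 the shares were 73.6% in Sham and 73.9% in PM offspring.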

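To follow pathways through the DEG sets, 15 lists of genes were compiled by hand before the data were examined, and each was tested among the upregulated and downregulated genes of each set with a one-sided Fisher's exact test against the 16795 genes tested, with BH adjustment over lists and sets. Among the 41 upregulated and 3 downregulated AAD DEGs of the limma fit, no list was enriched, and 0 had an unadjusted p under 0.05. Few hits were expected in sets of this size, 0.083 for the mitotic cell cycle list among the upregulated genes. In the larger AAD set of DESeq2, upregulated genes held 16 of the 34 mitotic cell cycle genes (3.40 expected), 17 of the 39 DNA replication genes (3.90 expected) and 15 of the 35 genes of neutrophil degranulation and innate immunity (3.50 expected). Lists of DNA mismatch repair, the proteasome, mitochondrial ribosomal proteins and respiratory electron transport were enriched there too, each of these 7 at an adjusted p under 0.05. Among the downregulated genes of that set were 11 of the 34 genes of cell-cell junctions (2.45 expected). The cell-cell junction genes had a median log2 fold change of -1.18 in Sham and -1.20 in PM offspring. Under median-of-ratios scaling, which removes most of the shift of all genes, these medians were -0.81 and -0.86, and after removal of the trend with transcript length and GC content -0.41 and -0.28.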

Gene Set Enrichment Analysis (GSEA) using the Reactome key showed that the upregulated AAD DEGs were enriched for a range of pathways including those related to the immune system, synthesis of DNA, and regulation of the mitotic cycle (Fig. 3d); whilst those downregulated were enriched in cell signalling and cell-cell junction organisation pathways (Fig. 3e). 

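The mitotic cell cycle list was the most enriched among the upregulated Sham DEGs of the limma fit, with 12 of its 34 genes against 0.591 expected (one-sided Fisher's exact test with BH, adjusted p = 2.14e-11). The same set held 6 of 39 DNA replication genes (0.678 expected, Fisher's exact test, adjusted p = 0.00158), 7 of 35 genes of neutrophil degranulation (0.609 expected, adjusted p = 8.91e-05) and 6 of 64 of respiratory electron transport (1.11 expected, adjusted p = 0.019). DNA mismatch repair did not pass there, but did among the upregulated Sham DEGs of DESeq2, with 5 of 21 genes (1.30 expected), as did deadenylation of mRNA among its downregulated Sham DEGs, with 8 of 23 genes (2.40 expected). In the limma fit, 3 deadenylation genes were among the downregulated Sham DEGs (0.578 expected, Fisher's exact test, p = 0.0192, adjusted p = 0.314).
All of these lists moved in PM offspring as well. The median log2 fold change of the mitotic cell cycle genes was 2.33 in Sham and 1.30 in PM offspring, that of DNA replication 1.13 and 0.78, that of mismatch repair 0.80 and 0.59, and that of deadenylation -0.80 and -0.82. The medians of deadenylation were -0.01 and 0.12 after the trend with transcript length and GC content had been removed from each library. The difference between the cohorts was tested on list scores, the mean difference of each OVA library from the saline mean of its cohort. The mitotic score was 1.93 ± 0.66 (SD, n = 5) in Sham-OVA and 1.14 ± 0.29 (n = 4) in PM-OVA, a difference of -0.80 (two-sided exact permutation test, p = 0.0635, adjusted p = 0.675 over the 15 lists). The overlap between the groups came from Sham-OVA replicate 3, the shallowest library, at 1.01, while the other 4 Sham-OVA libraries (1.62 to 2.77) lay above all 4 PM-OVA libraries. Without it, a test chosen after the values were seen, the difference was -1.03 (exact permutation test, p = 0.0286, the smallest this test allows, adjusted p = 0.107), and without PM-OVA replicate 1 it was -0.89 (p = 0.0893, adjusted p = 0.644). It was -0.42 for DNA replication (exact permutation test, p = 0.111, and 0.0286 without Sham-OVA replicate 3), -0.29 for neutrophil degranulation (p = 0.31, and 0.0286 without that library), -0.24 for mismatch repair (p = 0.135) and -0.004 for deadenylation (p = 1). Without Sham-OVA replicate 3, 4 of the 15 lists reached a p of 0.0286, the proteasome being the other, and all 4 were lower in PM-OVA. No gene of these lists had an interaction of maternal exposure and OVA challenge with a limma BH-adjusted p under 0.05 over all genes. Adjusted over the list alone, 4 mitotic genes and 1 DNA replication gene did. With camera, 11 of the 15 lists differed from the other genes in either cohort under a preset correlation and 0 under an estimated one. The fry test asks whether a list changed, not whether it differed from the other genes, and 13 lists passed it. Mitotic cell cycle, DNA replication and mismatch repair passed fry and camera with the preset correlation in both cohorts. Deadenylation passed fry in both. With camera and the preset correlation it passed in PM offspring only (BH-adjusted p = 0.0463, against 0.099 in Sham offspring).

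**Figure D4:**
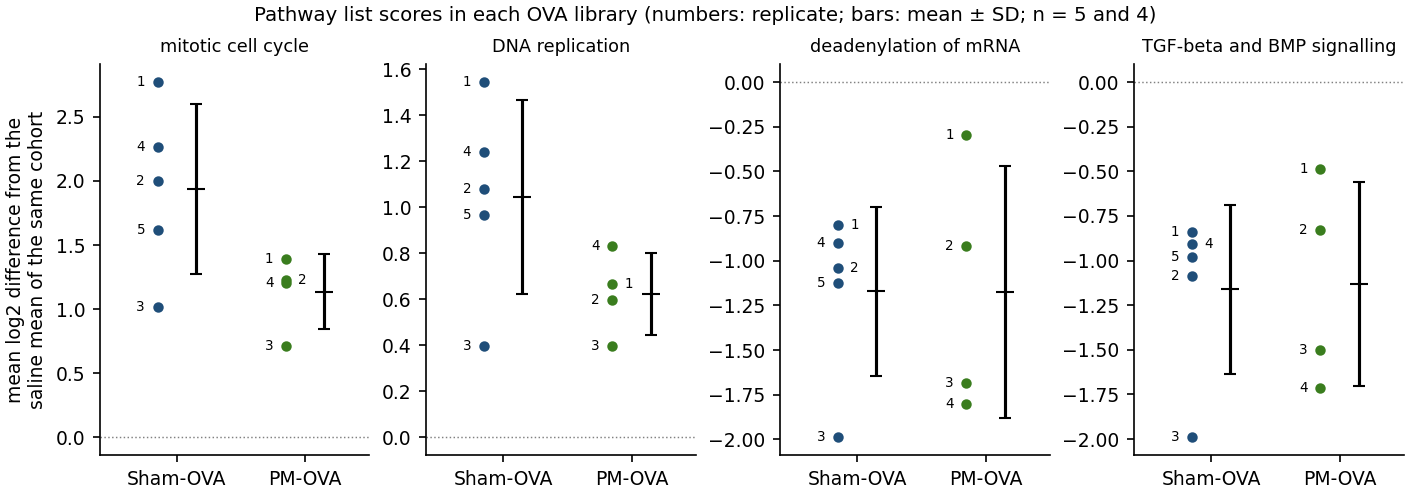
List scores of mitotic cell cycle, DNA replication, deadenylation of mRNA and TGF-beta and BMP signalling genes in each OVA library (points, numbered by replicate) as the mean log2 difference from the saline mean of the same cohort, with the group mean and SD (bars). The mitotic scores run from 1.01 to 2.77 in Sham-OVA and from 0.71 to 1.39 in PM-OVA.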

Upregulated Sham DEGs were enriched in cell cycle and DNA mismatch repair pathways (Fig. 3f), whilst those downregulated were only enriched in the deadenylation of mRNA pathway (3 g). GSEA under the Reactome biological pathway of the 374 PM_2.5_ DEGs gave no results.

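None of the 15 gene lists was enriched among the 4 PM_2.5_ DEGs of the limma fit or the 372 of DESeq2, and 0 had an unadjusted p under 0.05 there. A set of 4 genes can hardly show enrichment. For the mitotic cell cycle list, 0.0061 hits were expected among its 3 upregulated genes, so the limma set does not decide the question. The smallest p in the DESeq2 set was that of cell-cell junction genes, with 1 of 34 among its downregulated genes (0.255 expected, one-sided Fisher's exact test, p = 0.226, adjusted p = 0.925).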

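Genes of TGF-beta and BMP signalling, which include the receptors and SMAD proteins of these pathways, were followed as a list of 45. Of these, 41 had a lower mean after OVA challenge in Sham and 41 in PM offspring, 42 and 40 of the 45 with a limma BH-adjusted p under 0.05 in either direction. Their median log2 fold change was -1.25 in Sham and -1.22 in PM offspring, and -0.96 and -0.87 under median-of-ratios scaling. Removal of the trend with transcript length and GC content left -0.39 and -0.42. Only 1 of them was a Sham DEG of the limma fit. In DESeq2's sets, 12 were downregulated AAD DEGs (3.24 expected) and 11 were downregulated Sham DEGs (4.70 expected), both past a BH-adjusted p of 0.05 in a one-sided Fisher's exact test. The list score differed by 0.03 between PM-OVA and Sham-OVA (-1.13 ± 0.57, n = 4, and -1.16 ± 0.47, n = 5, two-sided exact permutation test, p = 0.929).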

GSEA across Gene Ontology’s (GO) ‘molecular function’ aspect (Supplementary Table 1.1) showed the upregulated AAD DEGs to be enriched for protein and nucleotide binding pathways, whilst those Sham DEGs downregulated were enriched in many protein and nucleotide binding pathways with notable enrichment for SMAD and TGFβR pathways. By contrast, upregulated PM_2.5_ DEGs (Supplementary Table 1.2) showed no results across any GO aspect, and those downregulated were enriched in protein binding pathways. It is concluded that a major consequence of maternal PM_2.5_ exposure was a suppressed transcriptomic response to OVA challenge in several important key pathways. 

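Whether the response to OVA differed with maternal exposure was tested directly. The interaction of maternal exposure and OVA challenge, fitted with limma over all 23 libraries, had a BH-adjusted p under 0.05 for 0 of the 16795 genes. An unadjusted p under 0.05 was found for 854 genes (5.08%), about what chance gives, and the smallest adjusted p was 0.592. Without OVA challenge, PM and Sham offspring differed in 0 genes (731 at an unadjusted p under 0.05, smallest adjusted p 0.898), and with it PM-OVA and Sham-OVA differed in 0 genes (313 at an unadjusted p under 0.05, smallest adjusted p 1). Mycbpap (chromosome 11, 94501347 to 94521742 of GRCm38) had the smallest p of the interaction. It fell from 11.7 ± 1.89 RPM (SD, n = 7) in Sham to 4.42 ± 1.56 (n = 5) in Sham-OVA and stayed at 9.73 ± 1.43 (n = 7) in PM and 10.3 ± 2.55 (n = 4) in PM-OVA, an interaction of 1.41 on the log2 scale (standard error 0.29, limma BH-adjusted p = 0.592). Next were Scd1 (-1.31), Ahcy (-1.17), Banf2os (-0.91) and Rbm24 (1.63), also at 0.592. Scd1 was among the genes with the smallest p between PM and Sham as well, at 1038 ± 234 RPM in PM and 604 ± 172 RPM in Sham (limma BH-adjusted p = 0.898). DESeq2 on the recovered reads called 2 interaction genes, Mycbpap and Pdxk, the latter chosen after its value was seen. Array weights in limma, which give less weight to libraries that vary more, called 4616, and 0 once the trend with transcript length and GC content had been removed.
The size of the response was scored per library as the mean signed change over the 4358 genes (1308 rising, 3050 falling) that responded to OVA in a fit without interaction. The score was 1.73, 1.91, 2.60, 1.80 and 1.79 in Sham-OVA replicates 1 to 5 and 0.99, 1.57, 2.32 and 2.42 in PM-OVA replicates 1 to 4. The means were 1.97 ± 0.36 (SD, n = 5) and 1.82 ± 0.67 (SD, n = 4), a difference of -0.14 that was smaller than either SD (two-sided exact permutation test, p = 0.667). With a library left out the difference ran from -0.35 without PM-OVA replicate 4 to 0.17 without PM-OVA replicate 1, and it was 0.01 without Sham-OVA replicate 3. The score went with the median shift of all genes from the saline mean. That shift was -1.028, -0.768 and -0.676 in Sham-OVA replicate 3 and PM-OVA replicates 4 and 3. These 3 libraries were the shallowest and scored highest. The shift was -0.101 in PM-OVA replicate 1, which scored lowest. Over the rising genes alone, Sham-OVA scored 1.83 to 2.12. PM-OVA replicates 1 to 4 scored 1.20, 1.65, 2.03 and 2.13.
The paper gives the numbers of DEGs in the 3 sets (Fig. 3C) and then the Reactome and GO terms enriched in each, of which PM_2.5_ DEGs had few. After these it concludes that the transcriptomic response to OVA challenge was suppressed in important pathways by maternal PM_2.5_ exposure.

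**Figure D5:**
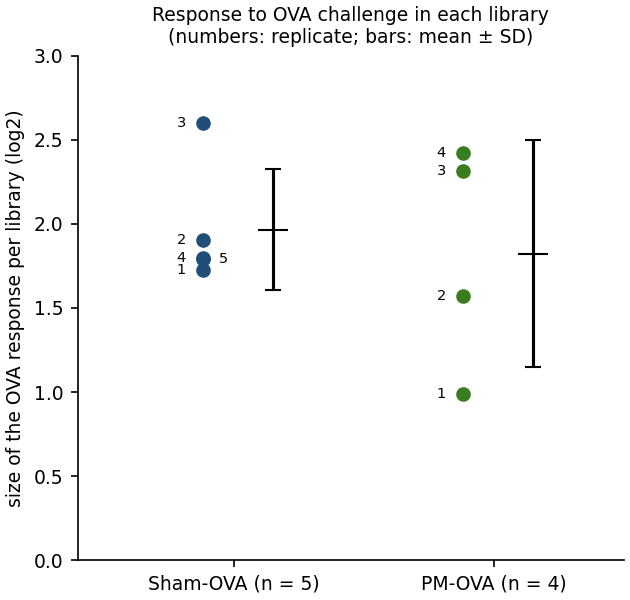
Size of the response to OVA challenge in each Sham-OVA and PM-OVA library (points, numbered by replicate), as the mean signed log2 change over 4358 genes relative to the saline mean of the same cohort, with the group mean and SD (bars). PM-OVA spans 0.99 to 2.42 and Sham-OVA 1.73 to 2.60. The score also follows the median shift of all genes in each library.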

To assess the extent to which this altered transcriptome may be mediated by underlying changes in the epigenome we next investigated changes in the DNA methylome.

### Maternal PM_2.5_ exposure primed for a distinctive pattern of lower DNA methylation across the genome in response to OVA challenge

WGMS was performed to gain an understanding of the effect of maternal PM_2.5_ exposure across development on DNAm in the offspring’s lung and to assess how this changed after induction of AAD. A sliding window analysis that binned cytosines into 100 CpGs per window resulted in 420,017 probes across the entire genome. Of these, 245,315 windows overlapped annotated genes. Principal component analysis (PCA) of treatment groups showed a significant effect of AAD induction with OVA challenge (PC1 = 87%; Supplementary Fig. 3). Interestingly, when assessing along PC2 (6%) we report that Sham-OVA clusters with PM and PM-OVA clusters with Sham (Supplementary Fig. 3). Our results further showed there was no significant difference in global DNAm pattern between replicates in each treatment group (Supplementary Fig. 4). In the absence of baseline differences between Sham and PM, we posit that PC2 identified in our PCA analysis points to an interaction effect between maternal PM_2.5_ exposure and OVA challenge.

When analysing for differentially methylated regions (DMRs) that overlapped genes (245,315 windows), the OVA challenge was shown to induce many DMRs in both Sham and PM_2.5_ offspring (Fig. 4a, b), with more DMRs in Sham. Since cellular deconvolution showed that OVA treatment was associated with an inflammatory process, but that Sham and PM groups were not distinguishable, we therefore can’t infer whether the DMRs associated with OVA challenge were a consequence of changed cellular function or cell allocation, but we can infer that any effect of PM_2.5_ on DMRs was not primarily due to changes in cellular allocation. Although there were no significant DMRs when comparing Sham with PM_2.5_ both at baseline (Supplementary Fig. 5a) and following OVA challenge (Supplementary Fig. 5b), there was not complete concordance between the Sham and PM_2.5_ offspring in the DMRs induced by OVA challenge. Similar to our DEG analysis, DMRs were split into three different categories: (i) DMRs occurring in response to OVA in both Sham and PM_2.5_ offspring (AAD DMRs), (ii) DMRs only occurring in response to OVA in Sham offspring only (Sham DMRs), and (iii) DMRs only occurring in response to OVA in PM_2.5_ offspring only (PM_2.5_ DMRs). Overall, we detected 851 AAD DMRs, 652 Sham DMRs, and a smaller 252 PM_2.5_ DMRs (Fig. 4c). The AAD DMRs showed an approximately equal split between those that resulted from shifts towards an increase or decrease in DNAm (50.5% showed ≥10% increase %DNAm score). By contrast, the majority of Sham DMRs showed an increase in DNAm (81.1% showed ≥10% increase %DNAm score), whilst the majority of PM_2.5_ DMRs showed a decrease in DNAm (69.1% showed ≥10% decrease in %DNAm score).

**Fig. 4:**
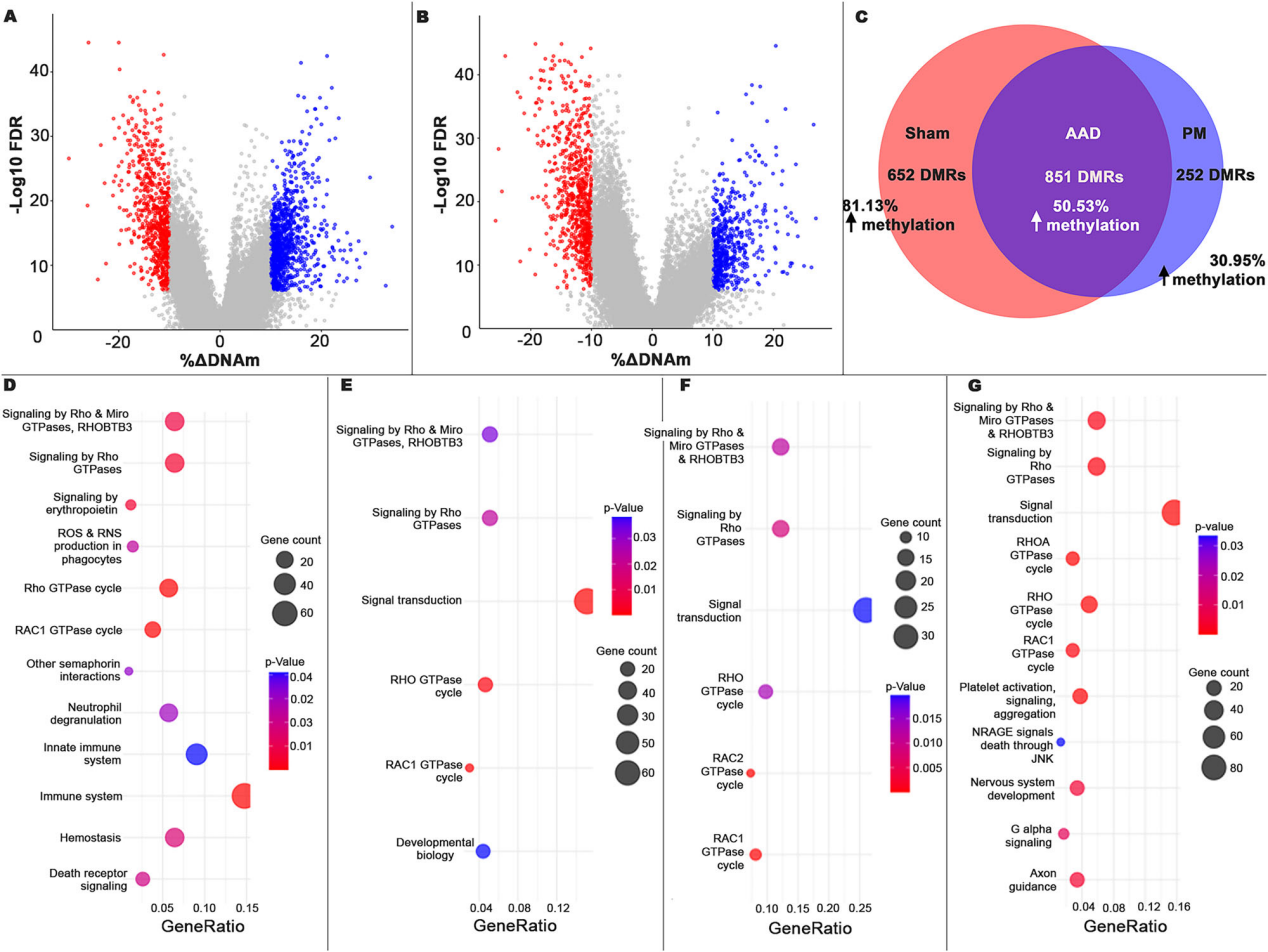
WGMS performed on post-lung function tested 13-week-old female lung homogenates from each group (*n* = 7–8 per treatment group). OVA treatment significantly induces differentially methylated regions (DMRs; assessed by EdgeR w/ threshold: *p* < 0.000001, ∆DNAm > |10%|) in Sham (**A**) and PM_2.5_ (**B**) offspring. Significant DMRs denoted in colour (red = decrease in DNAm; blue = increase in DNAm). **C** Set operations analysis showed how many of those DMRs were shared (AAD DMRs; dark purple), unique to Sham (Sham; red), and unique to PM_2.5_ (PM_2.5_; light blue) offspring. The chi-squared analysis found that maternal insult significantly altered DEG expression patterns (*p* < 0.0001, d*f *= 2). **D**–**G** Bubble plots demonstrating DMRs enriched in key Reactome pathways (*p* < 0.05) DMRs up (**D**) and downregulated (**E**) in AAD and those up (**F**) and downregulated (**G**) in Sham.

### Maternal PM_2.5_ exposure attenuated DNAm changes in developmental, transferase activity, nucleotide binding, and GTPase signalling pathways

Many DMRs that overlapped annotated genes were identified, and in some instances, multiple DMRs overlapped with a single gene. As such, we deduplicated our DMR lists to compile unbiased lists and subjected them to GSEA. We henceforth refer to our deduplicated list of DMRs overlapping genes as differentially methylated genes (DMGs). GSEA against Reactome showed the AAD DMGs were predominantly enriched in pathways affecting cell signalling (Fig. 4d, e). Whilst Sham DMGs were enriched in cell signalling, signal transduction, and developmental pathways (Fig. 4f, g), PM_2.5_ DMGs did not show enrichment in any pathways. We furthered this analysis by considering GSEA against the GO molecular function aspect.

Sham DMGs with shifts to higher DNAm were enriched in numerous pathways related to protein binding and signalling, with ‘transferase activity’ and ‘nucleotide binding’ pathways only occurring in this treatment subset (Supplementary Table 1.3). Sham DMGs showing lower DNAm were enriched in pathways related to protein binding and GTPase signalling. PM_2.5_ DMGs showing higher DNAm were enriched in pathways related to binding, whilst those that showed higher DNAm were enriched in numerous protein binding, nucleotide binding, and transcription pathways (Supplementary Table 1.4). Next, the proportion of DMGs that corresponded with DEGs in each treatment group was assessed.

### A preponderance of Sham DMGs, but not PM_2.5_ DMGs, were associated with altered transcription

Assessing which DEGs overlapped with DMGs (DEG-DMGs) found 611 AAD DEG-DMGs, 521 Sham DEG-DMGs, and only 13 PM_2.5_ DEG-DMGs. Analysis of the proportional representation of total DMGs within the DEG-DMGs detected found a gross majority of AAD and Sham DMGs were associated with DEGs, whilst only a small proportion of PM_2.5_ DMGs were associated with DEGs (Fig. 5a). Analysis of the proportional representation of overall DEGs within the DEG-DMGs for each respective gene set (AAD, Sham, PM_2,5_) found DMGs only accounted for 22% and 19% of DEGs in the AAD and Sham cohorts, respectively. Whilst PM_2.5_ DEG-DMGs accounted for 3.5% of PM_2.5_ DEGs. Figure 5c shows exemplar DEG-DMGs with both higher differential gene expression and DNAm.

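Expression of the genes named in Fig. 5B was examined in the RNA-Seq libraries. Mzb1 (chromosome 18, 35647267 to 35649367 of GRCm38), an AAD DEG, rose from 6.95 ± 2.21 RPM (SD, n = 7) in Sham to 1941 ± 586 RPM (n = 5) in Sham-OVA and from 5.57 ± 2.15 (n = 7) in PM to 1401 ± 842 RPM (n = 4) in PM-OVA. Its log2 fold changes were 8.04 (standard error 0.23, limma BH-adjusted p = 7.95e-12) and 7.72 (standard error 0.37, adjusted p = 4.24e-08). The overlapping gene Gm50318 has nearly the same values, so the reads of Mzb1 cannot be assigned to it alone. Cmip (chromosome 8, 117257064 to 117459430) fell by 3.64 in Sham offspring (standard error 0.36, limma BH-adjusted p = 1.01e-06) and by 3.21 in PM offspring (standard error 0.61, adjusted p = 7.07e-04). It went from 20.0 ± 5.20 RPM (n = 7) in Sham to 1.60, 1.73, 1.83 and 1.31 RPM in Sham-OVA replicates 1, 2, 4 and 5 and was listed at 0 in replicate 3. In PM-OVA it was at 15.1 RPM in replicate 1 and at 0.182 to 1.93 RPM in the others. Jak3 (chromosome 8, 71676296 to 71690575) rose by 0.97 (standard error 0.19, limma BH-adjusted p = 3.27e-04) and 0.81 (standard error 0.16, adjusted p = 9.59e-04).
Atp8a1 (chromosome 5, 67618140 to 67847434) fell by 1.94 in Sham (standard error 0.26, limma BH-adjusted p = 1.47e-05) and by 1.97 in PM offspring (standard error 0.28, adjusted p = 1.31e-04), from 343 ± 65.5 to 94.9 ± 34.7 RPM and from 341 ± 55.8 to 95.5 ± 50.7 RPM. Lefty1 (chromosome 1, 180935022 to 180938400) rose by 0.70 in Sham (standard error 0.31, limma BH-adjusted p = 0.0592) and by 1.47 in PM offspring (standard error 0.29, adjusted p = 9.32e-04). The difference between the cohorts, 0.77, had an unadjusted interaction p of 0.0939 (limma, BH-adjusted p = 1). Xpo4 (chromosome 14, 57577521 to 57665430) fell by 1.09 (standard error 0.21, limma BH-adjusted p = 3.81e-04) and by 1.18 (standard error 0.17, adjusted p = 1.65e-04). Of these 6 genes only Mzb1 passed the adjusted p under 0.000001 with limma. With DESeq2 on the recovered reads and the same adjusted p, Mzb1 and Atp8a1 were in the AAD set, Cmip and Jak3 in the Sham set and Lefty1 in the PM set.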

**Fig. 5:**
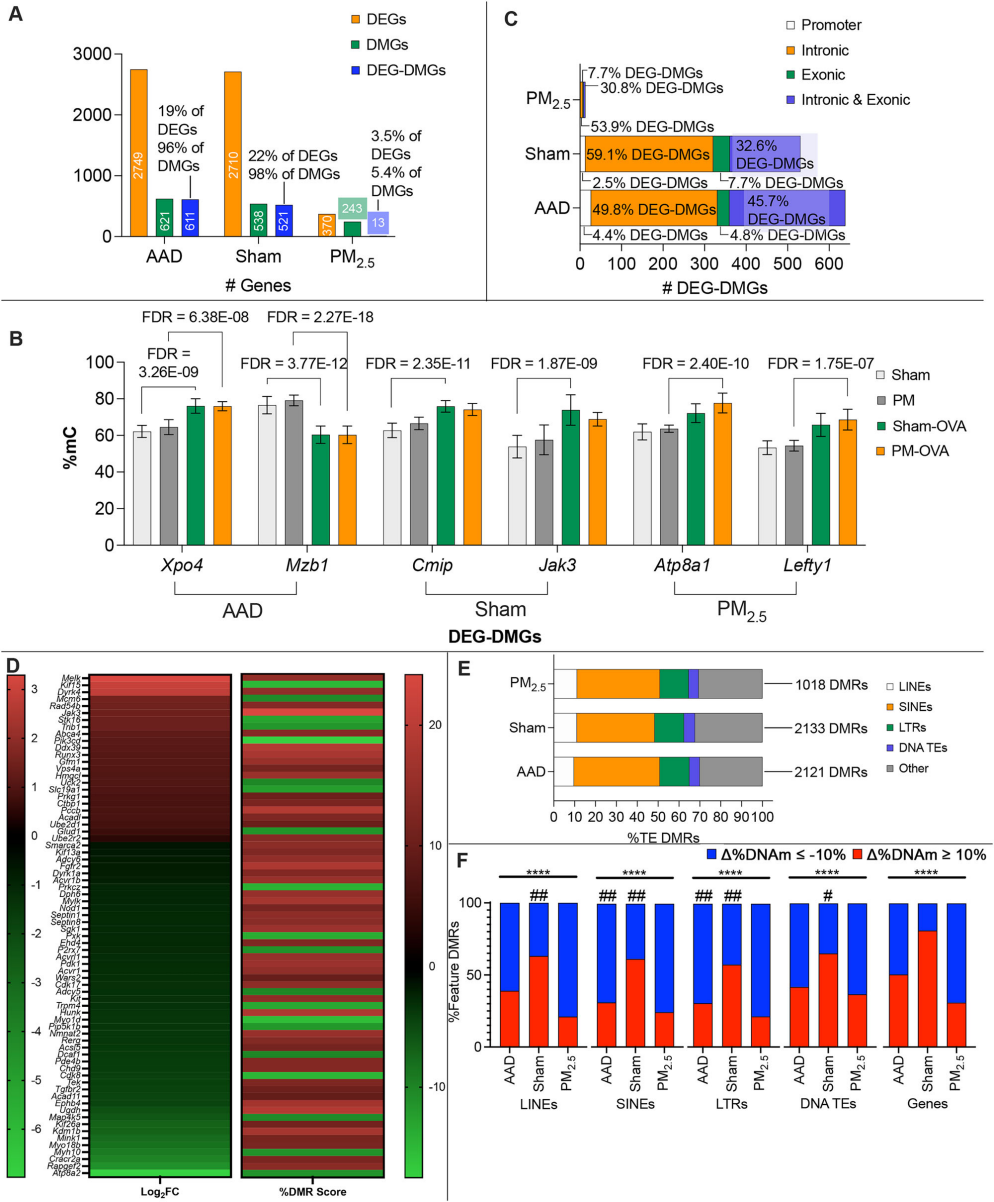
DEG-DMGs across genomic features. **A** Number of annotated genes represented by DEG-DMGs (blue) identified using Key Set Operations analysis of DMGs vs DEGs, DMGs (green), and DEGs (orange) demonstrating a putative relationship between differential gene expression and methylation **B** intermediate methylation values of representative DEG-DMG genes showing high differential expression and methylation represented as %methylation (methyl calls per 100 CpGs). **C** Breakdown of which nuclear features (promoter = white; introns = orange; exons = green; introns & exons = blue) DEG-DMGs overlap. **D** Ranking log_2_FC with respective %DMR score for DEG-DMRs enriched for ‘nucleotide binding’ found that there was no clear relationship between DEG up or downregulation with higher or lower DNA methylation. **E** Determining which DMRs overlapped with transposon classes showed that there was no shift in DMR representation across transposon classes induced by treatment. **F** %DNAm decrease (blue) and increase (red) across all classes of TE DMRs alongside Gene DMRs. The chi-squared analysis found that shifts to higher or lower DNA methylation patterns were significantly different across treatments within each nuclear feature (****=*p* < 0.0001), and when comparing TE order DMRs with Gene DMRs within respective treatment groups (#=*p* < 0.05, ##=*p* < 0.01 when compared with Gene DMR in the respective treatment group).

The results show that a subset of differentially expressed genes was associated with a measurable change in DNAm level across the gene body. However, almost all gene bodies with differential DNAm were associated with altered gene expression in Sham offspring. By contrast, in genes unique to PM_2.5_ offspring, only a small proportion showed differential DNAm were associated with differential gene expression.

Given that DNAm at different nuclear functional regions modulates gene expression differently^56–59^, we sought to determine if there was a broad pattern of transcriptional direction in our DEG-DMGs. To investigate this, a subset of DEG-DMGs enriched for GO molecular function classification of ‘nucleotide binding’ (GO:0000166) were identified and ranked by log2 fold change (Log2FC) of gene expression against their respective % shift in DMR score (Fig. 5d). This showed there was no obvious direct relationship between up or downregulation of transcription and ≥10% shift in %DNAm, suggesting the relationship between altered DNAm and transcription is complex and warrants investigation of the genomic location of DNAm shifts to highlight regions of interest. 

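All 72 gene symbols read from Fig. 5D were among the genes tested. After OVA challenge 24 of them had a higher and 48 a lower mean in Sham offspring, and 23 a higher and 49 a lower mean in PM offspring, with the same direction in both for 69. With limma and BH adjustment 64 had an adjusted p under 0.05 in Sham and 57 in PM offspring. The median log2 fold change was -1.26 in Sham and -1.00 in PM offspring, and the lowest was that of Rapgef2, -4.45 (standard error 0.23) and -4.58 (standard error 0.82). Of the 72, 3 were Sham DEGs of the limma fit and 61 of the DESeq2 fit, in which 3 more were AAD DEGs. No gene had an interaction of maternal exposure and OVA challenge with a limma BH-adjusted p under 0.05, over all genes or adjusted over the list alone. The genes were chosen by the study on these libraries, so the last count is not independent evidence.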

Our findings show that maternal PM_2.5_ exposure changes the nature of the association between gene DNAm levels and transcriptional activity of genes and warrants further investigation of this.

### OVA-induced DMRs predominantly occur in intronic regions

Genes are a composite of several functionally definable regions (such as gene promoters, introns, and exons) so we next assessed whether any of these regions were preferential targets for differential DNAm. This analysis was in the subset of genes that showed differential expression. The large majority of DMRs overlapped intronic regions, with progressively fewer DMRs overlapping exonic, and promoter regions, respectively (Fig. 5b). Considering that intronic regions have relatively high concentrations of transposable elements (TEs) in mammals^60,61^—which are common targets of DNAm^62^—we next aimed to identify which TE classes were a target for differential DNAm in AAD.

We investigated the number of DMRs that overlapped common orders within Class I (long interspersed nuclear elements (LINEs), short interspersed nuclear elements (SINEs), long terminal repeats (LTRs)) and Class II (DNA) TEs (Fig. 5e). Similar to the gene DNAm results, of the three treatment groups, PM_2.5_ had the lowest number of differentially methylated TEs (1018 DMRs). Across all treatment comparisons SINEs represented the largest group of TEs with DMRs (Fig. 5e). Maternal PM_2.5_ treatment did not significantly alter the proportions of each order of TEs showing global DNAm changes across TEs, demonstrating no skew across orders caused by maternal treatment (Fig. 5e). Those TE’s with DMRs occurring in AAD (Fig. 5f) showed a shift towards decreased %DNAm across all TE classes, whilst Sham DMRs overlapping TEs predominantly showed higher %DNAm, and those PM_2.5_ DMRs overlapping TEs predominantly showed lower %DNAm. However, compared to genes as a whole, each order of TEs assessed (Fig. 5f) showed a skew towards lower %DNAm across all treatment groups, with significant shifts across all TE orders in Sham, and SINEs and LTRs in AAD.

### The endothelial cell was a cell-type signature of DEG-DMG gene expression

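Supplementary Table 2 lists the genes behind the cell-type signatures of each DEG set, and 224 of its 229 AAD genes and 235 of its 243 Sham genes were matched by symbol. The DESeq2 AAD set held 205 of the former, and the DESeq2 Sham set held 70 endothelial, 57 epithelial, 24 immune and 58 mesenchymal genes of the latter. Among the AAD genes, the median log2 fold change in Sham and PM offspring was -1.83 and -1.88 for endothelial genes (63 matched), 0.64 and 0.63 for epithelial (70), 1.94 and 1.49 for immune (30) and -1.57 and -1.64 for mesenchymal genes (61). The Sham genes had medians of -1.55 and -1.44 for endothelial (75), -1.27 and -1.05 for epithelial (69), 0.75 and 0.50 for immune (25) and -1.62 and -1.56 for mesenchymal genes (66). The direction was the same in both cohorts for 222 of the 224 AAD genes and 231 of the 234 Sham genes tested. Of those 234 Sham genes, 223 had a limma BH-adjusted p under 0.05 in Sham and 200 in PM offspring. The study chose these genes on the same libraries.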

Assessing cell-type signature gene expression profiles of DEGs across all three groups showed AAD and Sham groups were similar, with significant cell-type signature gene expression from endothelial, epithelial, immune, and mesenchymal cells with the lowest proportion of cell-type signature genes being attributed to immune cells (Fig. 6a, d). These cell-type signature results are further emphasised by our transcriptomic cellular deconvolution results, wherein no detectable difference between Sham and PM-treated offspring in proportion to all detectable cell types with or without OVA challenge was shown. PM_2.5_ only had significant cell-type signature gene expression from mesenchymal and epithelial cells, with epithelial cells representing the highest proportion of cell-type signature expressed genes. 

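All 37 genes that Supplementary Table 2 lists for the PM_2.5_ DEGs were matched, 19 epithelial, 10 mesenchymal, 4 endothelial and 4 immune, and 28 were in the DESeq2 PM set. The 19 epithelial genes had a median log2 fold change of 1.28 in PM and 0.57 in Sham offspring, and all 19 had a limma BH-adjusted p under 0.05 in PM offspring and 13 in Sham offspring. The highest was Bpifb1, at 6.70 in PM (standard error 0.68, limma BH-adjusted p = 1.74e-05) and 6.98 in Sham offspring (standard error 0.65, adjusted p = 5.98e-07). The 10 mesenchymal genes had medians of -1.08 and -1.02, and all 10 passed in both cohorts. For 36 of the 37 genes the direction was the same in both cohorts. No gene had an interaction of maternal exposure and OVA challenge with a limma BH-adjusted p under 0.05, over all genes or adjusted over the list alone.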

See Supplementary Table 2 for a list of cell-type specific gene drivers.

**Fig. 6:**
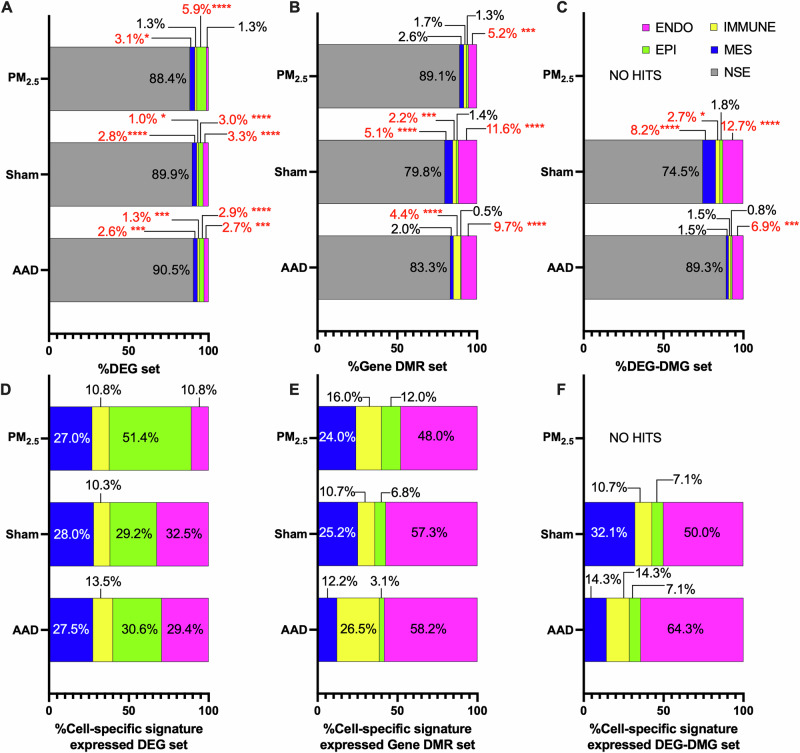
Lung gene expression atlas. Enrichment performed differential expression *t*-test *p*-value cutoff <0.05, with non-selective expression defined by cross-cell comparison differential expression test *p*-value ≥ 0.05, for DEGs (**A**, **D**), DMRs (**B**, **E**), and DEG-DMGs (**C**, **F**) (pink = endothelial cells; green = epithelial cells; yellow = immune cells; blue = mesenchymal cells; grey = genes not selectively expressed from a single cell type; red font highlights statistically significant results: *=*p* < 0.05, *=*p* < 0.01, ***=*p* < 0.001, ****=*p* < 0.0001).

Assessing DMRs, AAD showed significant cell-type signature gene expression from endothelial and immune cells, with endothelial cells representing the highest proportion (Fig. 6b, e). Sham showed significant cell-type signature gene expression from endothelial, mesenchymal and immune cells, whilst PM_2.5_ only showed cell-type signature gene expression from endothelial cells. Across all cohorts, the greatest proportion of DMRs were associated with cell-type signature genes expressed from endothelial cells. The lowest rate of non-selective expression (NSE) was observed in Sham and the highest in PM_2.5_. See Supplementary Table 2 for a list of cell-type specific gene drivers.

Assessing DEG-DMGs, AAD DEG-DMG genes only showed significant cell-type signature expression from endothelial cells, whilst Sham DEG-DMG genes showed significant cell-type signature expression from endothelial, mesenchyma and immune cells (Fig. 6c, f). As with DMRs, the greatest proportion of DEG-DMG cell-type signature expression was driven by endothelial cells. The greatest proportion of NSE was observed in AAD, followed by Sham. Due to the low number of DEG-DMGs in the PM_2.5_ group, no cell-type signature gene expression hits were detected. See Supplementary Table 2 for a list of cell-type specific gene drivers.

## Discussion

This study models murine AAD using an allergic challenge to manifest features of human asthma, such as increased eosinophilic inflammation and AHR. This was used to assess the effects of maternal exposure to air pollution throughout the developmental window of her progeny on their airway responsiveness as adults. Our findings confirm^32,63^ that maternal air pollution particulate exposure through development led to altered lung function in the offspring and shows, for the first time, that exposure to PM_2.5_ during the developmental period results in increased airway Newtonian Resistance (Rn) in response to methacholine challenge in adult offspring.

Histological and cellular deconvolution analyses showed that the heightened AHR response in PM offspring was not associated with gross changes in the inflammatory profile of the lung but was associated with marked changes in the organ’s transcriptomic profile. The induction of AAD generated large changes in the pattern of gene expression, a major proportion of which was shared between both control (Sham) and PM_2.5_ treatment groups. There was shared enrichment in gene expression pathways related to the immune system, DNA synthesis, mitotic cycle, cell signalling and cell–cell junction organisation. The study design does not allow us to assign these changes to a particular cell type but would include the effects of the introduction of immune cell types into the lung. Importantly, however, there was a significant portion of the transcriptomic response that was unique to the form of maternal exposure, and this occurred independently of any detectable changes in cellular composition. Most notably, developmental PM_2.5_ exposure abrogated a significant portion of the transcriptomic response observed in Sham offspring, thereby reducing the changed expression of genes enriched for numerous important biological pathways such as cell cycle, DNA mismatch repair, and deadenylation of mRNA. It is concluded that maternal exposure to air pollution particulates caused a markedly diminished transcriptomic response by her progeny to respiratory allergic challenges. This difference in both lung function and gene expression in the offspring of dams exposed to air pollution suggests that the treatment resulted in an underlying change in the biology of the offspring that serves as a memory of its conditions of conception and development. Given that the increased AHR in PM_2.5_ offspring was associated with fewer changes in the expression of a subset of genes, this may infer that the affected genes normally have roles in mitigating the response to allergic challenges. This question warrants direct investigation.

DNAm is a pervasive epigenetic mechanism involved in regulating chromatin structure and patterns of gene expression. It has been implicated as an important mechanism in some models of the developmental origins of disease^35,36,64^. The window of time between ceasing exposure to PM_2.5_ (PND 21) and collection of samples (PND 91) in this study demonstrates that developmental PM_2.5_ exposure induced genome-wide aberrations in gene expression and methylation that continue into adulthood. However, the whole-genome screening of enzymatically converted^65^ DNAm of lung tissue not subjected to allergic challenge showed no difference between control and air-pollution particulate exposed offspring. This infers that a change in the DNAm profile is not a likely candidate for the direct molecular memory of environmental pollution during development. By contrast, differential DNAm did mirror many of the changes in pulmonary differential gene expression following allergic challenge. As with gene expression, AAD induced many changes in DNAm that were shared by both control and pollutant-exposed groups. However, many differentially methylated regions occurring in Sham-treated offspring did not occur in offspring subjected to developmental PM_2.5_ exposure. This difference occurred across genes enriched in numerous important biological pathways such as cell signalling and developmental biology.

It is noteworthy that the differential DNAm was not due to a small number of sites that show large quantitative changes in the level of DNAm, rather it was predominantly due to a relatively lower level of differential DNAm across a large number of sites. Such intermediate shifts in DNAm are reported to be strongly enriched in genes, enhancer chromatin states and evolutionarily conserved regions^46,66,67^, associated with intermediate levels of active histone modifications^46^, and pathological *KRAS* mutation in precancerous colorectal lesions^68^. Furthermore, intermediate DNAm signatures have shown to be consistent across tissue, peripheral blood and purified cell types^46,66^ suggesting that intermediate DNAm may be a stable state of DNAm variability across cells of the same type within a population rather than an artefact of differential DNAm across cell types. The relationship between intermediate levels of differential DNAm and altered gene expression is of great interest and warrants further investigation.

Our finding that PM_2.5_ treatment of dams induced a unique subset of differentially methylated genes, with a skew towards decreased DNAm, is of interest when taken in the context of recent work analysing human asthmatic methylome array datasets. These show that differential DNAm in asthma predominantly results in hypomethylation in patients^69–71^.

Clinical samples aligned with spatiotemporally determined levels of PM_2.5_ exposure averaged over the first and second trimesters are associated with increased salivary CpG methylation residing within inflammatory pathway gene *TMEM184*^50^ in offspring and differentially methylated CpG sites and regions in peripheral whole blood, overlapping annotated genes enriched in numerous key biological pathways, including positive regulation of blood vessel diameter, phospholipase activity and inflammatory mediatory regulation of TRP channels^51^, which shows that our results are reflective of DNAm changes associated with air pollution exposure in clinical cohorts. However, our findings are more informative in that we control the direct PM_2.5_ exposure and use whole-genome DNAm sequencing for unbiased analysis.

Analysis of cell-specific signatures of gene expression point to lung endothelial cells being an important target for the effects of air pollution in offspring and warrant further investigation of this cell type. This result may be consistent with findings that endothelial dysfunction is associated with asthma in humans^72^. In assessing the relationship between changes in gene methylation and expression, we show that over 96% of differentially methylated genes were also differentially expressed in those genes shared amongst AAD and those unique to Sham developmental exposure. However, developmental exposure to PM_2.5_ altered this dynamic, with only 5.4% of differentially methylated genes unique to this group being differentially expressed. This demonstrates for the first time a shift in the regulatory relationship between pulmonary gene DNAm and expression due to developmental exposure to PM_2.5._

Of those genes that were differentially methylated and expressed, no strong relationship between higher or lower gene methylation and expression levels was observed, suggesting a complex relationship between developmental PM_2.5_ induced DNAm patterns and gene expression. The most well-understood mechanism through which DNAm alters gene expression includes instances of DNA hypermethylation across CpG-rich TSSs, which silence genes by modulating access of transcription factors and DNA binding proteins to promoter regions^56,58^. However, instances of DNA hypomethylation leading to gene repression have been reported^57^, and in some instances, hypermethylation of the promoter region may lead to gene activation in normal tissue and suppression in disease^59^. The complex dynamics between DNAm and gene expression can be attributed to the many cis-regulatory ways DNAm interacts with chromatin, transcription factors and chromatin-modifying proteins. For example, loss of DNAm coupled with repressive chromatin marks has been shown to silence genes^57^. Whilst gain of DNAm can impede spliceosome mediating factors to induce alternative splicing^44^, silence enhancers^41^ and prevent spurious entry of RNA Pol II at cryptic intergenic promoters^43^ to maintain gene expression. Other factors that may affect DNAm include the abundance and activity of DNAm modifying enzymes (DNMT1, DNMT3A, DNMT3B, TET1, TET2 and TET3) and their protein partners (DNMT3L and UHRF1). Future analysis of the effects of air pollution particulates on these epigenetic modifiers is warranted.

Upon assessing feature-specific differential DNAm across promoter regions, introns and exons, a greater proportion of concurrent differential DNAm and gene expression was observed in intronic regions. Given that DNAm is most pronounced in exonic regions across the mammalian genome^73,74^, these findings are of interest as they may demonstrate the relative stability of exonic DNAm while pointing to a susceptibility of the fidelity of intronic DNAm as a consequence of developmental environmental insults. Intronic cytosine DNAm in mammals has been shown to affect gene expression in cis^75^ by acting as internal promoters, enhancers and stabilising mRNA^76^.

Mammalian intronic regions are abundant with TEs^60,61^. TEs are widespread throughout the genome and are generally hypermethylated, ensuring their transcriptional silence^62^. TEs have been shown to undergo rapid DNA demethylation and subsequent increased expression during the large epigenetic reprogramming events that occur during pre-implantation development and gametogenesis^77,78^. DNA demethylation dynamics affect TE orders differently during epigenetic reprogramming events. For example, LTR TE families, known as intracisternal A particle (IAP) elements and endogenous retroviruses (ERVs), are most resistant to demethylation, whilst the LINE TE family, known as LINE1s, and SINEs, are most susceptible to DNAm reprogramming during primordial germ cell development^79^. Clinical studies show an association between prenatal environmental insults—such as prenatal tobacco smoke^80^ or spatiotemporally estimated exposure to air pollution^52,54^—and changes in TE DNAm. For example, kindergarten-aged children exposed to prenatal tobacco smoke had lower peripheral blood DNAm of SINE family member, AluYb8, at the global level and LINE elements only when associated with a GSTM1null gene variant^80^. It should be noted that the effects of prenatal environmental exposure and TE DNAm are complex and may vary with subject age, specific air pollutant exposure and period of exposure. For example, prenatal air pollutant associations with DNAm measured in matched cord blood and peripheral blood collected at 1 year of age showed that prenatal NO_2_ exposure was associated with higher L1 LINE element DNAm in cord blood and lower L1 LINE element DNAm at 1 year^54^; whilst another study showed air pollutant exposed offspring showed lower LINE1 element DNAm if exposed to PM_10_ and O_3_ in the first trimester and higher LINE1 element DNAm if exposed to O_3_ in the third trimester^52^. Our observation that direct developmental exposure to PM_2.5_ caused differential methylation across LINEs, SINEs, LTRs and DNA TEs, with no order affected to a greater magnitude than another, builds on this body of work by using a controlled dose of exposure and unbiased DNAm analysis to shed light on the effect of a specific component of air pollution on TE DNAm. A broad shift towards lower DNAm across all TE orders in Sham and PM_2.5_ offspring was observed. TE hypomethylation may promote TE expression^81,82^. Importantly, these hypomethylated TEs are reported in some instances to act as cryptic promoters^83^ or tissue-specific enhancer marks^84^ allowing for non-canonical regulation of gene expression. TE upregulation in human disease has been reviewed^85,86^ and may act through inducing genomic rearrangement, deleterious insertions and modulating epigenetic controls.

In the context of lung disease, possible roles for TEs expression are in the nascent stages of investigation. However, it has been shown that ‘LINE1’ elements play a role in lung diseases, wherein LINE1 activation has been shown to induce inflammatory processes in idiopathic pulmonary fibrosis(IPF)^87^ and asthmatics exposed to diesel exhaust showed differential DNAm of LINE1 and Alu elements compared to asthmatics exposed to filtered air^88^. Taken together, this evidence points to an interaction between air pollution exposure and changes in the DNAm of TEs and altered propensity for increased asthma. It should be noted that our short-read sequencing data sets do not offer the resolution necessary to capture all TE orders relative to differentially expressed genes and future studies should use long-read technology to elucidate the effects of shifts in TE DNAm on TE expression in the context of developmental PM_2.5_ exposure.

It is noteworthy that while this study revealed a strong association between altered DNAm and the differential gene expression of a wide spectrum of genes, for many genes that were differentially expressed we did not detect any change in DNAm across the gene or in its likely regulatory regions. This does not exclude the possibility that more distal changes in DNAm had a role in mediating these changes^89,90^. However, it may also infer roles for other epigenetic effectors in mediating the effects of air pollution particulates in the heightened pulmonary allergic reaction in this model. Indeed, roles for other epigenetic effectors, including histone methylation^91,92^ and acetylation^93–95^ marks, have been implicated in the severity of asthma, and a genome-wide association study identified significant histone modifying enzyme (KDM2A, KDM4C, HDAC4, HDAC7 and HDAC9) polymorphisms^96,97^ in asthma.

Asthma is a heterogeneous disease with numerous molecular endotypes^98^. We used an established OVA model to initiate AAD to elicit a Type II immune response, whilst house dust mite would be used to elicit an interferon-gamma (IFN-γ) mediated Type I and T_H_17 responses^98^. Each endotype is representative of a clinical population, thereby warranting future investigation of maternal insult on each endotype. House dust mite is an important target for future analysis, representing a real-world allergen within the clinical population. Another noteworthy limitation pertains to the collection and processing of PM_2.5_. We have noted that air pollution is a complex mixture of gases and particulate matter, with heterogeneity reflective of collection source^99^. We collected our PM_2.5_ from Hong Kong and normalised to Sydney, Australia levels to show the health effects of low air pollution on AAD and have characterised PM_2.5_ composition to report on organic carbon, elemental carbon and water-soluble inorganic ions. As such, we do not report on the gaseous components of air pollution, warranting further study into the effect of these components of air pollution on AAD.

This work reports important novel findings relevant to our understanding of the molecular mechanisms underlying increased asthma severity in adult offspring due to maternal exposure to air pollution particulates throughout development. This environmental insult throughout development led to a more severe asthmatic AHR outcome in adults and transcriptomic and whole-genome methylation sequencing showed that maternal exposure to air pollution was associated with widespread abrogation of DNAm and gene expression in several key biological pathways in their offspring. PM_2.5_ predominantly induced DNAm changes in introns and SINE elements, especially within genes. This change tended to skew towards lower DNAm. Many differentially methylated and expressed genes are selectively expressed by pulmonary endothelial cells potentially implicating this cell type as mediating this changed response. These findings are an important step towards understanding the sustained changes induced by developmental maternal exposure to an environmental insult known to underpin a propensity for increased asthma severity.

## Materials and methods

### PM_2.5_ preparation

PM_2.5_ were collected as previously described^32^. Briefly, in the summer, PM_2.5_ was collected from a busy roadside in Hong Kong using particulate matter (PM) samplers (URG-2000-30EH, 8 L/min) through a 47 mm Teflon (Pall Life Sciences, Ann Arbour, MI, USA) and (800 °C, 3 h) 47 mm quartz-fibre filters (Whatman, Clifton, NJ, USA). The PM was extracted from the filters with 90% ethanol and 5 min of sonication and dried overnight by freeze-drying. The contents of organic carbon and elemental carbon were analysed using a Desert Research Institute Model 2001 Thermal/Optical Carbon Analyser with the IMPROVE-A protocol. Water-soluble inorganic ions were determined by ion chromatography (Supplementary Fig. 1a). PM size was determined by dynamic light scattering (Microtrac252, Montgomeryville, PA, USA) (Supplementary Fig. 1b).

### Animal experiments

Animal experiments were approved by the Animal Care and Ethics Committee of the University of Technology Sydney (ETH18-3175). We have complied with all relevant ethical regulations for animal use. All protocols were performed according to the Australian National Health and Medical Research Council Guide for the Care and Use of Laboratory Animals. Female BALB/c mice (*Mus musculus*) (6 weeks, Animal Resources Centre, Perth, WA, Australia) were housed at 20 ± 2 °C and maintained on a 12 h light, 12 h dark cycle (lights on at 06:00 h) with *ad libitum* access to standard rodent chow and water; all animals were acclimatised for 1 week prior to the commencement of experimentation. Female BALB/c mice were divided into two groups, Sham (*n* = 15) and PM_2.5_ (*n* = 15) dams. The PM_2.5_ dams were exposed to PM_2.5_ standardised to Sydney, Australia levels^100,101^ (5 µg/day intranasal exposure) suspended in 40 µL saline (20 µL each naris) prior to mating for 6 weeks, during the entirety of gestation (~3 weeks), and during weaning (~3 weeks). The Sham dams were exposed to saline (0.9% NaCl; 40 µL in total, 20 µL each naris) for the same period. Our PM_2.5_ dam treatment schedule recapitulates maternal exposure to air pollution prior to mating, during gestation and through weaning. Offspring were never directly exposed to PM_2.5_, however they were exposed those components of PM_2.5_ that pollute lactation, as has been shown in real world studies^102^. As such, our model of real-world maternal exposure to the offspring is termed the “developmental window” of exposure.

### OVA-induced airway hyperresponsiveness

At 7–9 weeks, male and female offspring from 15 Sham and 15 PM_2.5_ dams were evenly allocated across groups ± OVA challenge, yielding four offspring treatment groups: (i) Sham (*n* = 22), (ii) Sham-OVA (*n* = 20), (iii) PM (*n* = 28), (iv) PM-OVA (*n* = 20). Based on our previously described asthma model^32^, we made minor adjustments to the established AAD model. Briefly, each male and female offspring were sensitised with OVA (100 µg, i.p.) adsorbed with 2 mg Al(OH)_3_ in sterile saline on days 0 and 14, followed by aerosolised (Aeronob Nebuliser) OVA (1% in sterile saline, 30 min) challenge on a postnatal day (PN) 19, 21, 23, 25 and 27. Saline control animals receive nebulised saline for the same duration. The lungs were collected the next day after the last OVA administration, with the left lung formalin fixed, and the right snap frozen.

### Lung function tests

FlexiVent (SCIREQ, Montreal, QC, Canada) apparatus was used to measure AHR in response to increasing doses of methacholine (Sigma-Alrich, St Louis, MO, USA) using the forced oscillation technique. Briefly, male and female offspring were anaesthetised (tribromoethanol, 250 mg/kg, Sigma-Aldrich, St Louis, MO, USA) and tracheostomised. Then, an 18-gauge polyethylene cannula was inserted. The cannula was connected to the flexiVent and ventilated at 200 breaths/min with a tidal volume of 10 mL/kg and a positive end-expiratory pressure of 3 cm H_2_O.

Lung function was performed at baseline and after increasing doses of methacholine (0, 1.6, 3.125, 6.25, 12.5, 25 and 50 mg/mL, Sigma-Alrich, St Louis, MO, USA) generated by an in-line nebuliser to measure airway reactivity. Two deep inspirations were performed before each dose to standardise volume history. The impedance of the respiratory system was fit to calculate Newtonian resistance (Rn, reflecting airway resistance). The results were the mean of the three consecutive peak measurements at each dose. Lung samples were humanely collected at this experimental endpoint.

### Bronchoalveolar lavage (BAL) fluid

Immediately after the lung function test, saline (0.5 mL, twice) was used to collect the BAL fluid, which was then centrifuged. The cell pellet was resuspended in 1 mL phosphate-buffered saline (PBS). The cell suspension was mixed with 4% Trypan blue (1:1, Life Technologies, Carlsbad, CA, USA). Total cells were then counted using a haemocytometer. Cytospin slides were then made (Thermofisher Scientific, Waltham, MA, USA). A differential cell count was performed by counting four random fields of view under a light microscope by an observer blinded to the treatment of the mice.

### Histology

Peribronchial inflammation of haematoxylin and eosin-stained sections were graded using a published method^103^. Quantitative scoring of peribronchial inflammation, controlling for airway lumen size, was carried out using ImageJ^104^ (National Institute of Health, Bethesda, MD, USA) with the Fiji^105^ plugin. Feature measurements were performed in frames containing one or more complete airways with no bronchial branching in the frame. Measurements from 3× airways from each replicate were averaged to produce the lumen area (LA) and the total circumference of peribronchial inflammation (SA) per replicate. Subtracting the LA from the SA allows for peribronchiolar inflammation expressed as a proportion of lumen size; calculated using [(SA − LA)/LA) * 100] to express as a percentage.

### Tissue homogenisation and nucleic acid extraction

A 10 mg portion of snap frozen right lower lobe lung from a 13-week-old female offspring was homogenised using the Precellys^TM^ Tissue Homogeniser (Bertin Technologies, IDF, France). Sample mRNA and gDNA were extracted using the AllPrep DNA/RNA/Protein Mini Kit (QIAGEN, Hilden, Germany) as per the manufacturer’s instructions. Quantification of mRNA and gDNA was carried out with a NanoDrop2000 (Themofisher, North Ryde, Australia).

### RNA-seq and data analysis

#### Library preparation and sequencing

Extracted RNA samples (*n*: Sham=7; PM = 7; Sham-OVA = 5; PM-OVA = 4) from female offspring underwent quality control (QC), library prep and RNA sequencing at the Ramaciotti Centre at UNSW Sydney. RNA libraries were sequenced as 100 bp single-end reads on Illumina NovaSeq 6000.

#### Data handling

Reads were trimmed with Trimmomatic (version 0.39), mapped to GRCm38 with Bowtie2 (version 2.5.1) and SAMtools (version 1.17), and log2-transformed reads per million were quantified and statistically analysed (DESeq) using SeqMonk (v1.48.1; Babraham Institute). See statistics methods for details on statistical analysis.

### Whole genome enzymatic methylation sequencing (WGMS)

#### Methyl–cytosine conversion and sequencing

Extracted gDNA samples (*n*: Sham=7; PM = 7; Sham-OVA = 7; PM-OVA = 8) underwent QC, enzymatic methyl-cytosine conversion (NEBNext Enzymatic Methyl-seq), and sequencing at the Australian Genome Research Facility (Victoria, Australia). Samples were spiked with non-methylated Lambda DNA to estimate non-conversion, all samples showed methyl-conversion >99%. Methyl-seq libraries were sequenced as 150 bp paired-end reads on Illumina NovaSeq 6000.

#### Data handling

Reads were trimmed with Trim Galore (Babraham Institute), and mapping and methylation calls were carried out using the DRAGEN Methylation Pipeline (v3.10) in a single pass mode against GRCm38 and a spike in Lambda DNA. All samples showed methyl conversion rates >99% and a mean on-target data yield of 111.02 (±SEM = 0.88) Gbps, giving high coverage, as defined by Ziller et al.^106^, of the murine genome (≥42×) per replicate and >290× coverage per treatment group.

#### Sliding window and feature analysis

Data evaluation and statistical analysis were performed using Seqmonk (v1.48.1; Babraham Institute). Data were initially evaluated using 100-CpG sliding window analysis. Percentage DNAm (%DNAm) was calculated per base and binned per window in each replicate, with a minimum threshold of 10 informative CpGs per window e.g., 42 CpG methylation calls per 100-CpG sliding window would give a %DNAm score of 42%. A %DNAm score for a gene was called when a 100 CpG window overlapped an ENSEMBL annotated gene as per the GRCm38 reference genome. DNAm over smaller genomic features (introns, exons, promoter regions and repeat elements) were evaluated using 30-CpG sliding window analyses, with percentage DNA methylation binned per window in each replicate with a minimum threshold of 6 informative CpGs per window. Promoter regions were considered -2000 bp from transcription start sites (TSS) of genes based on the Eponine annotation^107^, intronic and exonic regions were considered those overlapping UCSC intron and exon tracks, and repeat elements were considered those overlapping with RepeatMasker (open-4.0.5). See statistics methods for details on statistical analysis.

### Statistics

#### Biological outcomes

Statistical analysis for lung function tests, immune cell counts and peribronchiolar inflammation was performed using IBM SPSS Statistics Package (version 27.0.1.0) or GraphPad Prism (version 9.5.0 525). All data were tested for normality and appropriate statistical models were applied accordingly. AHR data were analysed using Univariate Analysis of Variance with sex, litter sex skew, litter size and unique maternal ID as covariates. Peribronchiolar inflammation data were analysed using Kruskal–Wallis and Dunn’s post-hoc test. BAL data were analysed with a mixed-effects model with the Geisser-Greenhouse correction and Tukey’s post-hoc test. All data are presented as mean ± standard error of mean unless otherwise stated. All researchers were aware of the group allocation at all stages of the project, with the exception of histological analysis wherein slides were blinded until after images were quantified.

#### Differential gene expression

Data evaluation and statistical analysis were performed using Seqmonk (v1.48.1; Babraham Institute). To define differentially expressed genes (DEGs), DESeq2 was applied to raw counts, with a threshold of *p* < 0.000001 after correction for multiple comparisons with the Benjamini-Hochberg analysis.

#### Differential methylation

Data evaluation and statistical analysis were performed using Seqmonk (v1.48.1; Babraham Institute). To define DMRs, we applied EdgeR across maternal treatment (e.g., Sham v PM, Sham-OVA v PM-OVA) and OVA challenge (Sham v Sham-OVA, PM v PM-OVA) with treatment group and library size as covariates with a threshold of *p* < 0.000001 after correction for multiple comparisons with the Benjamini–Hochberg analysis, and a minimum 10% difference in %DNAm.

### Differentially methylated genes (DMGs)

Statistically determined DMRs were filtered to identify those windows that overlapped ENSEMBL GRCm38 annotated gene sets. The resultant list was deduplicated by ENSEMBL gene code to ensure multiple DMRs across a single gene did not skew the DMG list.

### Key set operations analysis

#### DEGs

We performed set operations analyses across treatment groups for genes shown to be differentially expressed (DEGs) in response to OVA challenge to identify intersections (e.g., ‘Sham v Sham-OVA DEGs’ ∩ ‘PM_2.5_ v PM_2.5_-OVA DEGs’) and differences (e.g., ‘Sham v Sham-OVA DEGs’ - ‘PM_2.5_ v PM_2.5_-OVA DEGs’) across treatment groups.

To perform this, in-house UNIX command line arguments (see Supplementary Methods for exemplar script) cross-comparing ENSEMBL gene codes were used to identify those probes intersecting across and those different between Sham and PM_2.5_ treated cohorts. Resultant DEG sets were referred to as AAD (induced by OVA challenge in both Sham and PM_2.5_ treated offspring), Sham (uniquely induced by OVA in these offspring), and PM_2.5_ (uniquely induced by OVA in these offspring) DEGs, respectively.

#### DMRs

We performed set operations analyses across treatment groups for genes shown to be differentially methylated (DMRs) in response to OVA challenge to identify intersections (e.g., ‘Sham v Sham-OVA DMRs’ ∩ ‘PM_2.5_ v PM_2.5_-OVA DMRs’) and differences (e.g., ‘Sham v Sham-OVA DMRs’ - ‘PM_2.5_ v PM_2.5_-OVA DMRs’) across treatment groups.

To perform this, in-house UNIX command line arguments (see Supplementary Methods for exemplar script) cross-comparing probe locations were used to identify those probes intersecting across and those different between Sham and PM_2.5_ treated cohorts. Resultant DMR sets were referred to as AAD (induced by OVA challenge in both Sham and PM_2.5_ treated offspring), Sham (uniquely induced by OVA in these offspring), and PM_2.5_ (uniquely induced by OVA in these offspring) DMRs, respectively.

#### DEG-DMRs

Source DMR lists were deduplicated by ENSEMBL gene code to provide a list of unique differentially methylated genes (DMGs). Putative interaction between DEGs and DMGs were identified by intersection analysis across identified DEGs and DMGs within AAD, Sham and PM_2.5_ gene sets using in-house UNIX command line arguments (see Supplementary Methods for exemplar script). The resultant DEG-DMG lists infer a putative functional interaction between DEGs and DMGs.

### Gene set enrichment analysis and visualisation

Enrichment analysis was performed on DEGs, DMGs and DEG-DMGs using g:Profiler (version e110_eg57_p18_4b54a898, database updated on 14/09/2023) across Gene Ontology (GO: molecular function) and the Reactome biological pathway with enrichment threshold set at *p* < 0.05. Outputs were visualised with R (v 4.3.1) package ggplot2 (v 3.5.1).

### Cell type gene signature analysis

To elucidate cell-types of interest, we ran our differentially expressed (DEGs), differentially methylated (DMRs), and overlapped differentially expressed and methylated (DEG-DMRs) genes through the Lung Gene Expression Analysis (LGEA) tool^108,109^ against the LungSortedCells database of FACS sorted murine lung cells at PN28. LGEA against LungSortedCells identifies genes selectively expressed from murine lung endothelial, epithelial, immune, mesenchymal and alveolar type-2 cells.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary material

Reporting Summary

## Data Availability

Data are publicly available in a repository. Numerical source data for graphs and charts are uploaded to Figshare and are available at 10.6084/m9.figshare.28386518.v1^110^. The RNA-Seq & WGMS raw and processed data files generated during and analysed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository with the following accession codes: RNA-Seq: GSE285128. WGMS: GSE285243.

# Supplementary material for: Developmental air pollution exposure augments airway hyperreactivity, alters transcriptome, and DNA methylation in female adult progeny
**Source:** Commun Biol. 2025 Mar 8;8:400. doi: 10.1038/s42003-025-07835-0
**Supplement:** Supplementary file 1 — Supplementary material

## Supplementary methods:

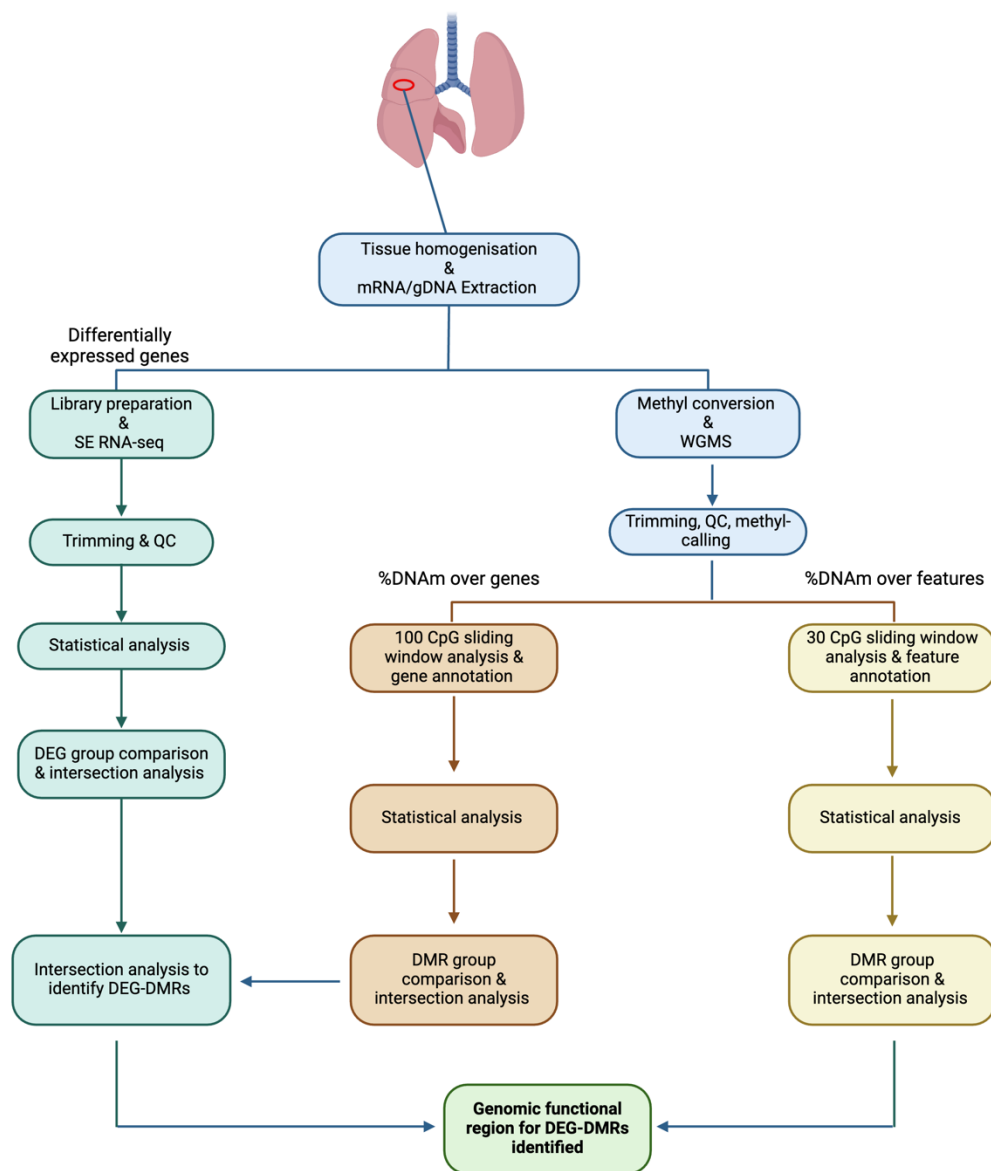

## Bioinformatic pipeline.

### Exemplar gene filtering code:

```
$file1="DESeq_1.txt"
$file2="DESeq_6.txt"
$unique_file1="UV_1.txt"
$unique_file2="UV_2.txt"
$duplicate_file1="DF_1.txt"
$duplicate_file2="DF_2.txt"
$cut -f 3 $file1 > ${file1}.col3
```

```

$cut -f 3 $file2 > ${file2}.col3
$sort ${file1}.col3 ${file2}.col3 | uniq -d > ${duplicate_file1}.col3
$sort ${file1}.col3 ${file2}.col3 | uniq -u > ${unique_file1}.col3
$awk 'FNR==NR{a[$1]; next} $3 in a' ${duplicate_file1}.col3 $file1 > ${duplicate_file1}
$awk 'FNR==NR{a[$1]; next} $3 in a' ${duplicate_file2}.col3 $file2 > ${duplicate_file2}
$awk 'FNR==NR{a[$1]; next} $3 in a' ${unique_file1}.col3 $file1 > ${unique_file1}
$awk 'FNR==NR{a[$1]; next} $3 in a' ${unique_file2}.col3 $file2 > ${unique_file2}
$unique_count_file1=$(wc -l < $unique_file1)
$unique_count_file2=$(wc -l < $unique_file2)
$duplicate_count_file1=$(wc -l < $duplicate_file1)
$duplicate_count_file2=$(wc -l < $duplicate_file2)
$rm *.col3

```

### Cellular deconvolution of transcriptomic signal

We developed a signature matrix comprising 16 cell types: ATI epithelial cells, ATII epithelial cells, alveolar macrophages, B cells, capillary endothelial cells, CD4 T cells, CD8 T cells, dendritic cells, fibroblasts, granulocytes, interstitial macrophages, monocytes, multiciliated/deuterosomal cells, NK cells, secretory endothelial cells, and venous endothelial cells. This matrix was created from healthy subsets of a single-cell mouse atlas (n=59). Initially, raw counts of 200 randomly selected cells from each cell type were extracted to generate the reference matrix. We then uploaded this reference matrix to CIBERSORTx (Newman et al., 2015; Newman et al., 2019), where we generated a custom single-cell RNA sequencing (scRNA-seq) signature matrix. We disabled quantile normalization and maintained all other parameters at their default settings. Subsequently, the acquired signature matrix was used to predict the cell type composition of a bulk RNA-seq dataset within CIBERSORTx. The bulk RNA-seq data underwent count per million (CPM) normalization according to CIBERSORTx guidelines. We imputed cell fractions with batch corrections enabled and permutations set to 100 for significance analysis. Results are expressed as proportions of the whole.

\*M., & Alizadeh, A. A. (2015). Robust enumeration of cell subsets from tissue expression profiles. *Nature Methods*, 12(5), 453-457. <https://doi.org/10.1038/nmeth.3337>

\*Newman, A. M., Steen, C. B., Liu, C. L., Gentles, A. J., Chaudhuri, A. A., Scherer, F., Khodadoust, M. S., Esfahani, M. S., Luca, B. A., Steiner, D., Diehn, M., & Alizadeh, A. A. (2019). Determining cell type abundance and expression from bulk tissues with digital cytometry. *Nature Biotechnology*, 37(7), 773-782. <https://doi.org/10.1038/s41587-019-0114-2>

## Supplementary Figures:

A

| Component        | Quantity $\mu\text{g}/\text{m}^3$ |
|------------------|-----------------------------------|
| Chloride         | $0.44 \pm 0.03$                   |
| Nitrite          | $0.2 \pm 0.01$                    |
| Nitrate          | $3.11 \pm 0.25$                   |
| Sulphate         | $8.29 \pm 0.48$                   |
| Sodium           | $2.62 \pm 0.14$                   |
| Ammonium         | $1.71 \pm 0.13$                   |
| Potassium        | $0.24 \pm 0.02$                   |
| Organic carbon   | $7.86 \pm 0.51$                   |
| Elemental carbon | $4.46 \pm 0.20$                   |

B

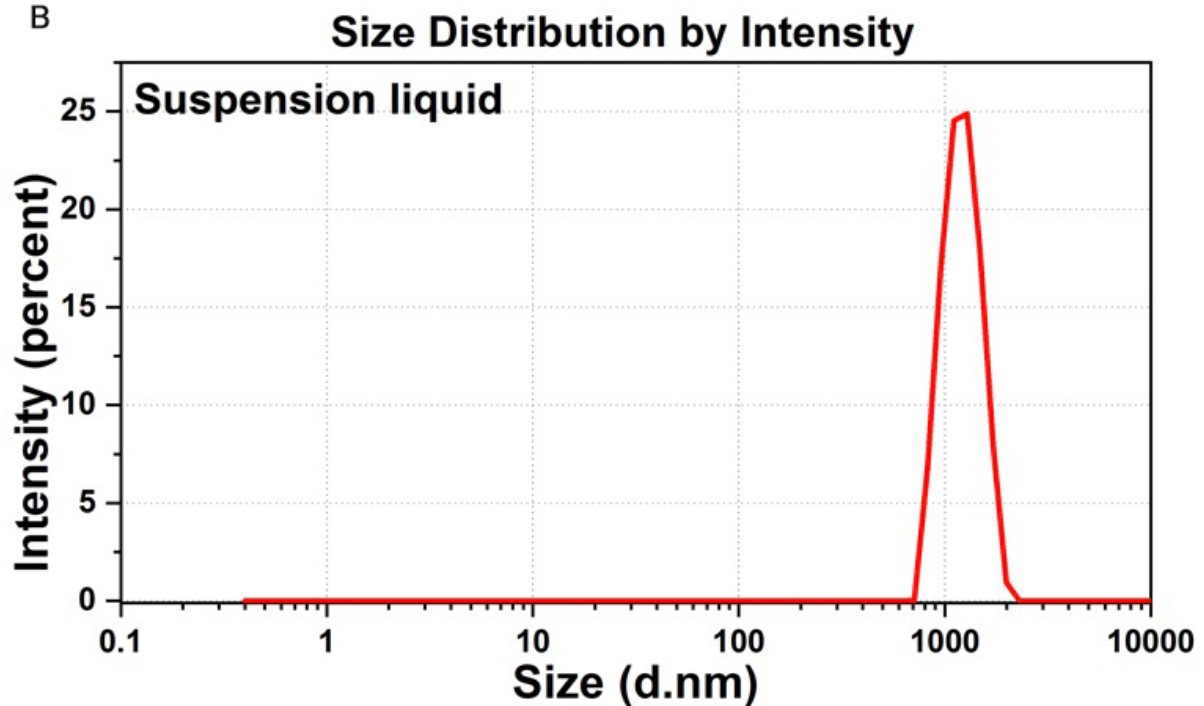

Supplementary fig 1: PM2.5 characterisation

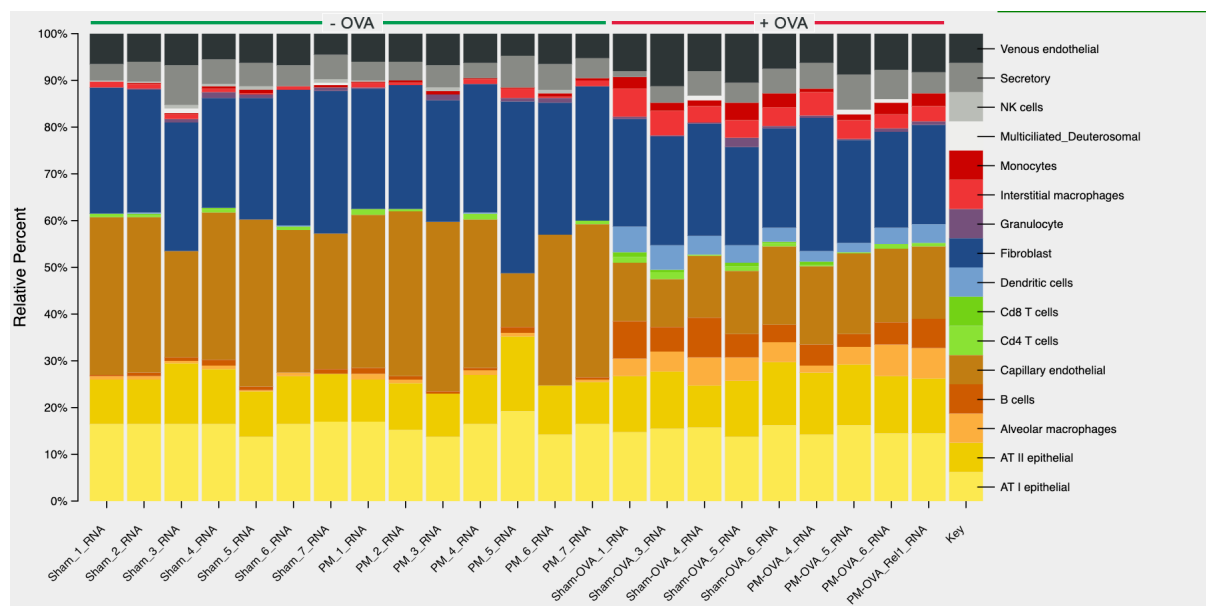

**Supp figure 2: Cellular deconvolution of transcriptomic data.** Each column represents a single replicate. Green line above column indicates non-AAD induced (-OVA), whilst red line above column indicates AAD induced (+OVA). It is evident that OVA stimulation induces a dendritic cell mediated Type II immune response with no diff between Sham and PM effect.

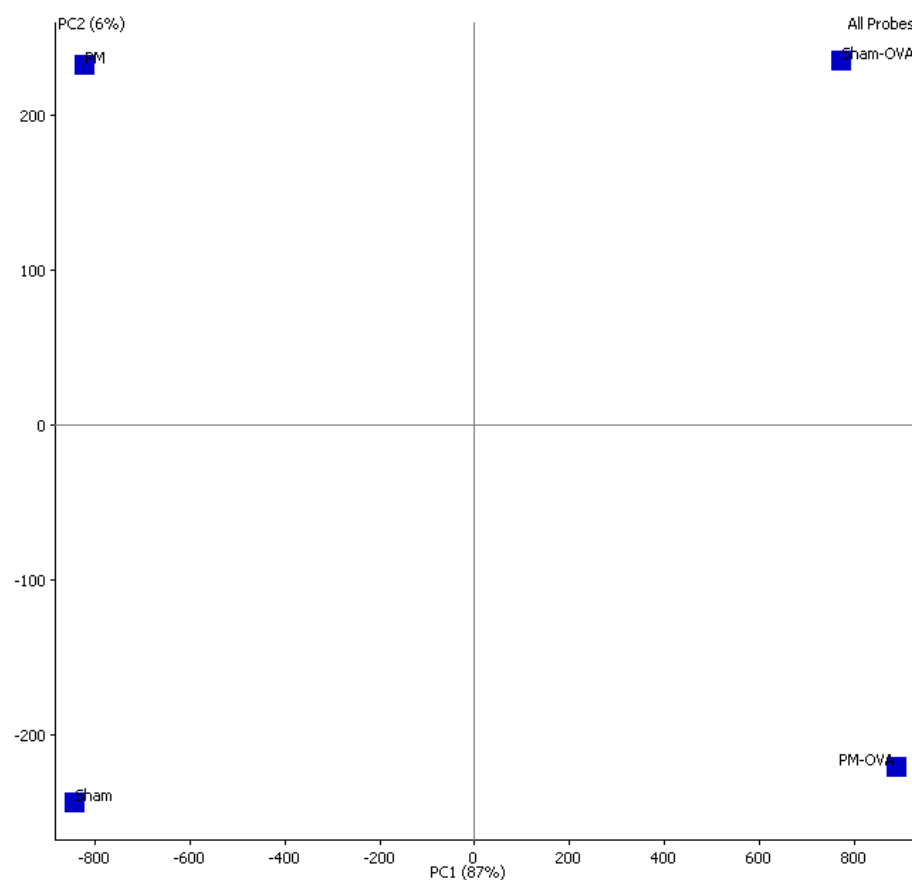

**Supplementary figure 3: principal component analysis of whole genome methylation grouped by treatment (n=7-8 per group)**

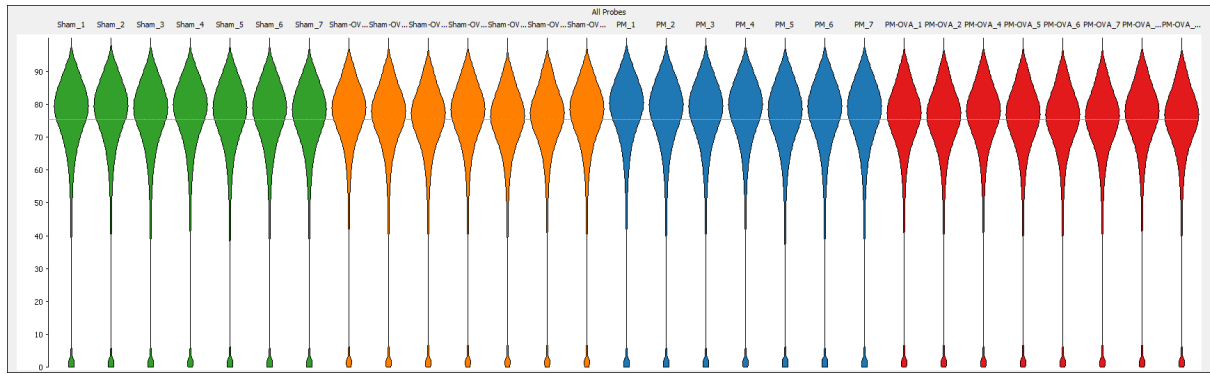

**Supplementary figure 4: whole genome methylation distribution of each replicate (green=sham, orange=sham-ova, blue=pm, red=pm-ova)**

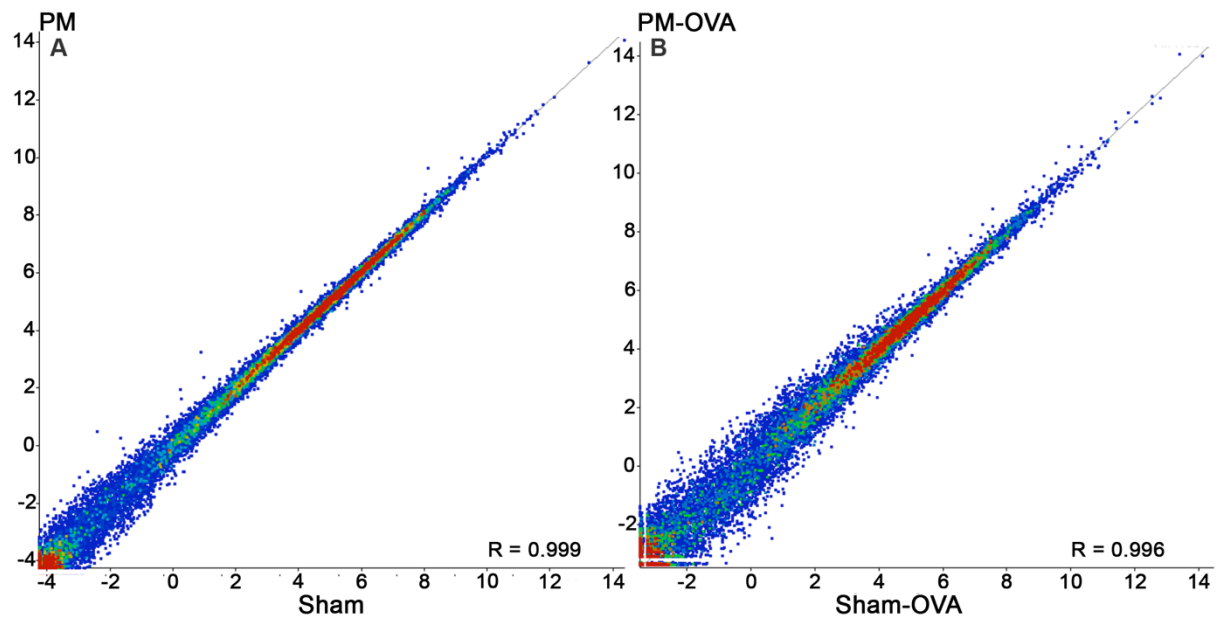

**Supplementary figure 5: Scatter plot showing %DNAM scores across 100 CpG sliding windows when comparing (a) Sham v PM; and (b) Sham-OVA v PM-OVA**

Supp Table 1.1

Supp Table 1.2

|       |             | Ovalbumin Induced Transcriptome Changes Unique to PM |       |            |                                                                 |               |          |
|-------|-------------|------------------------------------------------------|-------|------------|-----------------------------------------------------------------|---------------|----------|
| GO.ID | Description | Upregulated                                          | p.Val |            |                                                                 | Downregulated | p.Val    |
|       |             | NO RESULT                                            |       | GO.ID      | Description                                                     |               |          |
|       |             |                                                      |       | GO:0005488 | binding                                                         |               | 1.77E-05 |
|       |             |                                                      |       | GO:0043167 | ion binding                                                     |               | 6.97E-05 |
|       |             |                                                      |       | GO:0005515 | protein binding                                                 |               | 0.000243 |
|       |             |                                                      |       | GO:0016301 | kinase activity                                                 |               | 0.007143 |
|       |             |                                                      |       | GO:0016772 | transferase activity, transferring phosphorus-containing groups |               | 0.015199 |
|       |             |                                                      |       | GO:0043169 | cation binding                                                  |               | 0.023067 |
|       |             |                                                      |       | GO:0003824 | catalytic activity                                              |               | 0.031956 |
|       |             |                                                      |       | GO:0046872 | metal ion binding                                               |               | 0.033421 |
|       |             |                                                      |       | GO:0097367 | carbohydrate derivative binding                                 |               | 0.045923 |
|       |             |                                                      |       | GO:0016773 | phosphotransferase activity, alcohol group as acceptor          |               | 0.049819 |

Supp Table 1.3

Supp Table 1.4

|                 |                                   | Ovalbumin Induced Methylome Changes Unique to PM |            |                                                             |          |
|-----------------|-----------------------------------|--------------------------------------------------|------------|-------------------------------------------------------------|----------|
| Hypermethylated |                                   |                                                  |            | Hypomethylated                                              |          |
| GO:0005488      | binding                           | 0.00097997                                       | GO:0005515 | protein binding                                             | 2.68E-08 |
| GO:0001223      | transcription coactivator binding | 0.00674807                                       | GO:0005488 | binding                                                     | 7.42E-07 |
| GO:0005515      | protein binding                   | 0.01079884                                       | GO:0019899 | enzyme binding                                              | 1.76E-05 |
|                 |                                   |                                                  | GO:0043565 | sequence-specific DNA binding                               | 0.005268 |
|                 |                                   |                                                  | GO:0003677 | DNA binding                                                 | 0.0058   |
|                 |                                   |                                                  | GO:0043167 | ion binding                                                 | 0.009176 |
|                 |                                   |                                                  | GO:0004726 | non-membrane spanning protein tyrosine phosphatase activity | 0.016038 |
|                 |                                   |                                                  | GO:0000987 | cis-regulatory region sequence-specific DNA binding         | 0.035859 |
|                 |                                   |                                                  | GO:0003690 | double-stranded DNA binding                                 | 0.038199 |
|                 |                                   |                                                  | GO:1990837 | sequence-specific double-stranded DNA binding               | 0.039868 |
|                 |                                   |                                                  | GO:0140110 | transcription regulator activity                            | 0.045212 |
|                 |                                   |                                                  | GO:0000976 | transcription cis-regulatory region binding                 | 0.049286 |

## Supp tables 2

Shared AAD - RNA

| Cell type | SEG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     | P-value   | Graphical annotation |
|-----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|----------------------|
| ENDO      | 2900026A02RIK; 4930503L19RIK; ACKR3; ADGRF5; ADGRL1; ADGRL4; AGRN; ANKRD50; ARAP2; ARHGEF12; ARMCX1; ARMCX4; BICD2; BMPR2; BST2; BTBD3; CALCRL; CCM2L; CD93; CDAN1; CLIC5; CRACR2B; CYTH3; CYR1; DDAH2; DLC1; EFN2; EHD2; ENG; ENPP4; FBLN2; FGD5; FZD4; GBP7; GIMAP8; GRRP1; HPGD; ITGA1; ITGA6; JAM2; KANK3; KITL; NAV1; NHLRC2; PCNX; PKN3; PLEKHO1; PPM1F; PTPRB; PXDN; QK; RAMP2; RHOC; S100A16; S1PR1; SCN7A; SLC39A6; SNN; ST3GAL2; THBD; TJP1; TMOD2; TNFSF10; TRIM16; ZFP641                                   | 0.0004    | ***                  |
| EPI       | 1110065P20RIK; ACAT2; ACSS1; AKAP5; ALCAM; ALDH1A7; ANPEP; CAT; CCZ1; CDC42BPG; CGN; CHIA1; CHIL1; CHKA; CKMT1; CPM; DDT; EMC6; EPCAM; EXPH5; FDX1; FZD5; GALK1; GCA; GLRX; HDC; HINT2; IFT20; IGIP; KCNE2; KLHDC7A; LMO7; LYPD2; LYZ1; ME1; MLPH; MT1; NDNF; NDUFC2; NKX2-1; NPC2; NUPR1; PDZK1IP1; PIGR; PIGYL; POLR1C; PON1; PON3; PPP1R26; PPP1R9A; RAB11FIP1; RAI14; SCGB3A1; SEC14L3; SEC14L4; SELENBP1; SFTPA1; SFTPD; SGPP2; SLC26A9; SLC6A14; SMIM22; SOD2; SPINT2; STARD10; TFF2; TMEM107; TST; VAMP8; ZFP612 | 0.0000958 | ****                 |
| IMMUNE    | 2410006H16RIK; ABRACL; AIF1; ARHGDIB; ARL5C; ARR2; CCL22; CENPA; CNP; DCAF15; GPSM3; HCLS1; LGALS1; LTB; MAP4K1; ME2; NFKBIE; NHP2; PAG1; PFN1; PIK3R5; PSMB8; PTPRC; PYCARD; RAC2; RBM38; RPA2; RPLP0; SELPLG; TALDO1; UBA52;                                                                                                                                                                                                                                                                                          | 0.0009    | ***                  |
| MES       | ACVR2A; ADRB3; ARHGAP21; ARHGEF17; ATF5; BACE1; BMP5; BMPR1A; CCL11; CFB; CHST3; CMKLR1; COL14A1; COL6A2; COP22; CPXM1; CTSF; CTSL; CYGB; EFEMP2; FAM49A; FBXO30; FMO2; FXYD1; FZD1; HHIP; IGFBP3; ITGA8; KDELR3; LEPR; LIMCH1; LRP4; MACF1; MDK; MS4A4D; NEDD4; NID1; PAPSS2; PDGFRA; PDIA4; PKD2; PLXDC2; PMEPA1; PREX2; RAD50; RBP1; RECK; SCN3A; SCUBE2; STARD13; SYDE2; TACC1; TCAFI; TFPI; TGFBR3; TNFRSF19; TNS1; TWSG1; UGDH; VCL; VLDLR; ZBTB10; ZYX;                                                          | 0.0003    | ***                  |

Sham AAD - RNA

| Cell type | SEG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | P-value  | Graphical annotation |
|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|----------------------|
| ENDO      | 1500015A07RIK; ABI3; ACER2; ACKR2; ACVRL1; ADGRL2; ADRB1; ADRB2; AMIGO2; APLNR; APOLD1; AQP1; CAR4; CAS3; CCRL2; CLEC14A; CLEC2D; DENND3; EDN1; EDNRB; EGFL7; EHD4; EMCN; EPHB4; ETS2; FIGL2; FMNL3; FSCN1; GIMAP6; GRAP; HPGD; ID3; ITGA5; JUN; JUP; KDR; KIT; KLF2; KLF4; KLHL5; LIMS2; LY6A; LYVE1; MID2; MYZAP; NIPAL3; NOTCH4; NPTX1; OLFML2A; PALMD; PHF11D; PLAUI; PLSCR3; RASGEF1A; RASSF1; RNASE1; RNF144A; RTP3; SCN3B; SEMA3C; SEMA3G; SEMA6A; SERPINE1; SGK1; SHE; SMAD7; SORBS3; SOX17; SOX7; SSTR4; STARD8; TAL1; TCN2; TEK; TGFBI1; TMEM100; TRIB2; TSPAN18; TUBB2A | 1.98E-07 | ****                 |
| EPI       | 1110032A03RIK; 2610028H24RIK; AA986860; ABCD3; ADI1; AGER; ARHGDIG; ATP11A; BRI3; CCKAR; CDS1; CEP170B; CES1D; CISD3; CLDN18; CLDN23; CNDP2; CXADR; D230025D16RIK; DSTN; ESRP2; ETV5; FAT1; FGFBP1; FOXA1; GPRC5A; GRB7; HC; HMGN1; HP; IAH1; ID2; IRX5; ITIH4; LAPT4B; LRRC8E; LY22; MAL; MARVELD3; MFAP3L; MID1IP1; MLYCD; MPC1; MUC1; PAFAH2; PFKFB2; PPP1R14C; PTGR1; PTPRF; REEP6; RENBP; RIPK4; RMDN2; SCNN1A; SDC1; SFTA2; SFTPC; SIVA1; SLC31A1; SLC4A5; SLC40A1; SOWAHC; SPRR1A; SPRY2; TBC1D30; TC2N; TCTEX1D4; TFCP2L1; TERC; TMEM243; VCPKMT                           | 5.91E-05 | ****                 |
| IMMUNE    | ACTR3; AI662270; ALYREF; ARHGAP4; ARHGAP9; BTG1; CD2; CDKN2D; DENND4B; ERI1; FMNL1; GPR65; HCST; NCKAP1L; OSM; PABPC1; PF4; PSD4; RGS1; RINL; RPSA; SAP30; SMAP2; VAMP1; ZFP36L2                                                                                                                                                                                                                                                                                                                                                                                                   | 0.0257   | *                    |
| MES       | 2700081015RIK; ABCA8A; ADRB3; AGO1; AKAP12; ATF5; AXIN2; BGN; BMP3; C1QTNF6; C7; CCDC80; CDC42EP4; CFH; CREB3L1; DKK3; DNAJB4; DSEL; DUSP1; EVIS; FBLIM1; FBLN1; FHL1; FKBP14; FZD7; GPX7; GSTM2; H6PD; HEYL; KDELR3; LTBP4; LUM; MAGED1; MAMDC2; MAP1A; MERTK; MFAP5; MFGE8; MGP; MMP11; MMP14; MORF4L2; MR1; MYLK; NEDD4; NEXN; NPNT; OLFML1; OSMR; P3H3; PDP1; PEG3; PIK3R1; PODN; PPP1R3C; RAP2A; RCN3; SERPINE2; SPARC; SPON1; SVEP1; TBX4; TGFBR3; TNS3; UGDH; VCL; VIPR2; ZFP354C                                                                                           | 1.99E-05 | ****                 |

PM AAD - RNA

| Cell type | SEG                                                                                                                                                | P-value  | Graphical annotation |
|-----------|----------------------------------------------------------------------------------------------------------------------------------------------------|----------|----------------------|
| ENDO      | ARHGAP27; FAM124B; LUZP1; SNRK;                                                                                                                    | 0.7853   | ns                   |
| EPI       | ARHGDIG; ATP8A1; BPIFB1; CFAP126; CRB3; CTXN1; FOXJ1; GSTT2; GSTZ1; IL18R1; LRRC23; PPP1R9A; SCD2; SNHG11; SNX25; TCTEX1D4; TSPAN1; VPREB3; WFDC2; | 6.28E-06 | ****                 |
| IMMUNE    | NOC2L; PARVG; SNRNP25; UCP2;                                                                                                                       | 0.1645   | ns                   |
| MES       | ATP2B4; CALD1; ENTPD2; FITM2; LAMB1; MMP11; MSLN; PODN; SDC2; SERINC5                                                                              | 0.0346   | *                    |

Shared AAD - WGMS

| Cell type | SEG                                                                                                                                                                                                                                                                                                                                                              | P-value  | Graphical annotation |
|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|----------------------|
| ENDO      | ADCY4 ADGRES AMIGO2 ARHGAP27 ARHGEF12 ARL4D BCL6B BTBD3 CASKIN2 CASZ1 CLIC5 DLC1 DLL4 DOCK6 ECE1 EFNA1 EGFL7 EHD4 ELK3 ENG EPAS1 ETS2 FLT1 GATA2 GIT2 GPR182 HLX HYAL2 ITGA1 KIT KLF7 KLHL5 MAP7D1 NAV1 NOSTRIN NOTCH1 PECAM1 PLK2 PLXND1 PRICKLE1 QK RASGRP3 RHOC SEMA3F SEMA7A SGK1 SH2D3C SHANK3 SIPA1 SLC9A3R2 SMAD7 SOX7 SRGN TMEM100 TMEM88 TSPAN13 USHBP1 | 1.49E-24 | ****                 |
| EPI       | SEC14L4 SFN TRAF1                                                                                                                                                                                                                                                                                                                                                | 0.9977   | ns                   |
| IMMUNE    | AI467606 ARHGAP30 ARHGAP9 BIN2 CD2 CD52 CORO1A DOK2 FAM107B FERMT3 FMNL1 FYB IKZF3 MOB3A MYC OSM PIK3CG PIP4K2A PTPRC RASAL3 RPA2 SASH3 SELL SPN STK17B TNFAIP3                                                                                                                                                                                                  | 3.29E-13 | ****                 |
| MES       | 2700081O15RIK ANTXR1 CBLB DUSP1 FZD7 GSTM2 LIX1L PCOLCE RAD50 SERPINF1 TBC1D2B TNS1                                                                                                                                                                                                                                                                              | 0.2315   | ns                   |

Sham AAD - WGMS

| Cell type | SEG                                                                                                                                                                                                                                                                                                                                                                                                                                     | P-value  | Graphical annotation |
|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|----------------------|
| ENDO      | ACVRL1; AHR; ANKRD50; AQP1; ARHGAP23; ARHGEF12; ARHGEF15; BMPR2; CASZ1; CCM2L; CDH5; CLIC5; CNN3; COL4A1; CTTNBP2NL; CYTH3; CYR1; DENND3; DLC1; ECE1; EFNA1; EFN2; EGFL7; EHD4; ENG; EPAS1; EPHB4; ETS2; FLNB; FMNL3; GATA2; GNG11; HILPDA; KITL; KLF7; LYVE1; MYZAP; NAV1; NHLRC2; PALMD; PCDH1; PCDH12; PLXNA1; PLXND1; PODXL; PRX; QK; RAPGEF3; RASIP1; RGL1; SEMA3F; SEMA6A; SGK1; SH2B3; SLC9A3R2; ST3GAL2; TBXA2R; TJP1; TMEM184B | 2.65E-29 | ****                 |
| EPI       | AI661453; ETV5; KRT8; PAFAH2; SCD2; SLC43A2; TPM1                                                                                                                                                                                                                                                                                                                                                                                       | 0.7849   | ns                   |
| IMMUNE    | ARHGAP9; CYFIP2; FAM107B; FMNL1; FYB; LTB; PSD4; PSMB8; RAC2; SPATA13; UCP2                                                                                                                                                                                                                                                                                                                                                             | 0.0008   | ***                  |
| MES       | 2700081O15RIK; ARHGEF17; BMP5; CSRP1; FHOD1; HSPB8; LAMC1; LRP1; MACF1; MMP14; MMP2; MYLK; NEDD4; NPNT; NREP; OLFML3; PBX1; PI16; PIK3R1; RCN3; SNX33; TGFB3; TGFB3; TNS1; TNS3; TUBB4A                                                                                                                                                                                                                                                 | 4.81E-07 | ****                 |

PM AAD - WGMS

| Cell type | SEG                                                                   | P-value | Graphical annotation |
|-----------|-----------------------------------------------------------------------|---------|----------------------|
| ENDO      | CASZ1 CYTH3 EPAS1 FIGNL2 MAP7D1 MYO10 NAV1 PODXL QK SH2B3 SIPA1 THSD1 | 0.0006  | ***                  |
| EPI       | NPC2 RAB11FIP1 SOCS2                                                  | 0.7635  | ns                   |
| IMMUNE    | CD37 CNP FAM107B IKZF3                                                | 0.0675  | ns                   |
| MES       | HHIP LRP1 MXRA8 PMEPA1 SCARF2 TBC1D2B                                 | 0.1603  | ns                   |

Shared AAD – DEG-DMRs

| Cell type | SEG                                                       | P-value | Graphical annotation |
|-----------|-----------------------------------------------------------|---------|----------------------|
| ENDO      | ARHGEF12; BTBD3; CLIC5; DLC1; ENG; ITGA1; NAV1; QK; RHOC; | 0.0004  | ***                  |
| EPI       | SEC14L4;                                                  | 0.9001  | ns                   |
| IMMUNE    | PTPRC; RPA2;                                              | 0.2148  | ns                   |
| MES       | RAD50; TNS1;                                              | 0.6167  | ns                   |

Sham AAD – DEG-DMRs

| Cell type | SEG                                                                                | P-value  | Graphical annotation |
|-----------|------------------------------------------------------------------------------------|----------|----------------------|
| ENDO      | ACVRL1 AQP1 CASZ1 DENND3 EGFL7 EHD4 EPHB4 ETS2 FMNL3 LYVE1 MYZAP PALMD SEMA6A SGK1 | 6.95E-09 | ****                 |
| EPI       | ETV5 PAFAH2                                                                        | 0.5744   | ns                   |
| IMMUNE    | ARHGAP9 FMNL1 PSD4                                                                 | 0.0373   | *                    |
| MES       | 2700081O15RIK MMP14 MYLK NEDD4 NPNT PIK3R1 RCN3 TGFB3 TNS3                         | 7.48E-05 | ****                 |

PM AAD – DEG-DMRs

| Cell type | SEG            | P-value | Graphical annotation |
|-----------|----------------|---------|----------------------|
| ENDO      | <i>NO HITS</i> |         |                      |
| EPI       | <i>NO HITS</i> |         |                      |
| IMMUNE    | <i>NO HITS</i> |         |                      |
| MES       | <i>NO HITS</i> |         |                      |

# Supplementary material for: Developmental air pollution exposure augments airway hyperreactivity, alters transcriptome, and DNA methylation in female adult progeny
**Source:** Commun Biol. 2025 Mar 8;8:400. doi: 10.1038/s42003-025-07835-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Details for all open source code used included in methods section                                                                                                                                                                   |
| Data analysis   | RNA-seq data: Trimmomatic (version 0.39), Bowtie2 (version 2.5.1), SAMtools (version 1.17), (DESeq) using SeqMonk (v1.48.1; Babraham Institute)<br>WGMS: DRAGEN Methylation Pipeline (v3.10), Seqmonk (v1.48.1; Babraham Institute) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data are publicly available in a repository.  
Numerical source data for graphs and charts uploaded to Figshare and are available at: <https://doi.org/10.6084/m9.figshare.28386518.v1111>.

The RNA-Seq & WGMS raw and processed data files generated during and analysed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository with the following accession codes:

RNA-Seq:

GSE285128 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE285128>)

WGMS:

GSE285243 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE285243>)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

- n/a Involved in the study
- ☒ ☐ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☐ ☐ Plants

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

- Laboratory animals
- Wild animals
- Reporting on sex
- Field-collected samples
- Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

- Seed stocks
- Novel plant genotypes
- Authentication

How the deposited data were processed for this re-analysis (not part of the article)

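RNA-Seq of lung from 23 offspring in 4 groups was analysed: 7 Sham, 7 PM, 5 Sham-OVA and 4 PM-OVA. Samples were grouped by the maternal exposure and the challenge named in their labels. DNA methylation, histology and cell counts were not analysed here. According to the methods of the paper, the authors trimmed reads with Trimmomatic, aligned them to GRCm38 with Bowtie2, quantified them in SeqMonk and called DEGs with DESeq2 on raw counts. The values used here are RPM as deposited by the authors in 1 table of 35322 genes, in which Ptp4a1 is listed 2 times. The table is named after RPKM, and the tests were planned for RPKM. Because 100% of the values of each library were whole multiples of the value of 1 read, whatever the length of the gene, they were treated as RPM and the reads were recovered from them. The steps before the table, from reads to genes, were not repeated here.

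The reads counted on genes ranged from 2298645 in Sham-OVA replicate 3 to 17393579 in PM replicate 3. Low genes are known less precisely in Sham-OVA replicate 3 and PM-OVA replicates 3 and 4, where 1 read was worth 0.311, 0.133 and 0.182 RPM, than in the saline libraries, where it was worth at most 0.0688 RPM.

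Values were transformed to log2(RPM + 0.5), and the 16795 genes with at least 0.5 RPM in at least 4 of the 23 libraries were tested with limma 3.58.1 in R 4.3.3, with a trend in the variance and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.000001 and an absolute log2 fold change above 1 were called DEGs in Sham-OVA against Sham and in PM-OVA against PM, and the AAD, Sham and PM_2.5_ sets were formed by set operations. The interaction of maternal exposure and OVA challenge, PM against Sham, and PM-OVA against Sham-OVA were called at an adjusted p under 0.05. Directions of the sets were compared with a chi-squared test and Fisher's exact test, and under the alternatives with the chi-squared test alone for the larger sets. The size of the response and 25 marker lists were scored in each library and compared with two-sided exact permutation tests. A total of 15 pathway lists were compiled by hand and tested with one-sided Fisher's exact tests, and the result of 1 of them is not reported here. They are not the Reactome or GO terms of the paper, and the enrichment of those terms was not analysed here. Genes of Fig. 5B, Fig. 5D and Supplementary Table 2 were matched by symbol, and coordinates were taken from the GENCODE annotation of GRCm38.

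Genes were named by a rule: in each cohort the 3 DEGs with the largest rise and the 3 with the largest fall whose OVA and saline libraries did not overlap, the 5 genes with the smallest p in each of the other comparisons, the genes named in the Results of the paper or Fig. 5B, the DNA methylation enzymes and histone modifiers of the discussion, and the highest or lowest member of a list.

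The alternatives were other pseudocounts, no filter or a filter on the mean, quantile normalisation, median-of-ratios scaling, all 4 groups in one fit, robust estimation, array weights, other thresholds, replicate blocks, equal group sizes, leaving out each library, other gene lists for the size of the response, and camera and fry for the pathway lists. DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, removal of the trend with transcript length and GC content, one depth of 3218603 total reads for all libraries, fits with 3 OVA libraries, gene-by-gene array weights, array weights with the trend removed, and pathway list scores without PM-OVA replicate 1 or Sham-OVA replicate 3 were chosen after seeing the data. Transcript length was known for 16527 of the genes tested (98.4%). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

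The fits were tested on simulated data made from the mean levels of the Sham libraries with 200 changed genes. The limma fit recovered 191 of them (95.5%) in each cohort with 0 false calls, and 200 were recovered by DESeq2 in each cohort and by edgeR in Sham offspring, where it was tried. The interaction fit recovered 200 with 11 false calls, at a median change of 1.96 on the log2 scale. All simulated libraries shared the same dispersion. Between real replicates the median standard deviation of a gene was 0.479 in Sham-OVA and 0.539 in PM-OVA. How many interaction genes the fit would miss at that spread was not tested. Of 200 genes changed under a trend put in with transcript length, 198 were recovered after its removal.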

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

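The tests of the depth of PM replicate 5, of the trend with transcript length and GC content in Sham-OVA replicate 3, and of male tissue in Sham replicate 1 were chosen only after the result was seen. In each group of 4 to 7 libraries, a library was singled out when its gap to the nearest other library was large relative to the range of the group. Of 244 groups of values over 63 measures, 37 had such a library, and 12.2 would by chance. Sham-OVA replicate 3 and PM replicate 5 account for 9 each.

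Sham-OVA replicate 3 had 2298645 reads counted on genes, against 10345173 to 12185451 in the other 4 Sham-OVA libraries. It stood apart on the first principal component (182.1, others 72.2 to 92.94) and in the size of the response (2.601, others 1.726 to 1.905). Its scores of alveolar type 2 cells (6.425, others 7.668 to 7.932), fibroblasts (6.952, others 8.198 to 8.544) and monocytes (1.602, others 3.167 to 3.548) were lower and that of skeletal muscle (1.628, others -0.02 to 0.432) higher. On the log2 scale Cmip was at -1 (others 0.8597 to 1.222), which is the value of a gene listed at 0, and Atp8a1 at 5.24 (others 6.53 to 6.933). Lower depth was argued against as the whole cause, because with all libraries drawn down to one depth the response score was 2.719, against 1.794 to 1.993 in the others. The trend with transcript length and GC content was argued against as the whole cause in the same way, with a score of 2.287 after its removal. A difference in the quality of this RNA or in the response of this animal stays open and was not tested.

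PM replicate 5 stood apart on the first principal component (-49.56, others -69.28 to -61.72), in Xist (1385 RPM, others 644.6 to 885.4) and in the scores of alveolar type 2 cells (9.12, others 8.387 to 8.686), capillary endothelium (6.901, others 8.305 to 8.591) and venous endothelium (4.239, others 4.721 to 5.007). On the log2 scale Atp7a was at 4.342 (others 4.761 to 4.968), Cmip at 4.087 (others 4.439 to 4.602), Jak3 at 5.802 (others 5.195 to 5.408) and Clgn at 0.0401 (others -1 to -0.814). Its 15028212 reads lay within the range of the other PM libraries, which argues against depth. With the trend removed its capillary score was 6.935, against 8.296 to 8.559 in the others, which argues against the trend. Which part of the lung was sampled, and the state of the animal, stay open and were not tested.

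Sham replicate 1 had a Y chromosome score of 5.429, against -1 to -0.925 in the other Sham libraries. Male tissue mixed into a female sample was argued against, because Xist was at 0.289 RPM and a mixture would leave it near the level of the other libraries. A male animal or an exchanged sample may explain the values, but the difference of -0.138 in the mean log2 level of 4 genes that escape X inactivation does not decide it, and their mean was not the lowest of the 7 libraries. Kdm5c (80.31 RPM) and Kdm6a (51.27 RPM) were the lowest of the 7 libraries, Ddx3x was not, and Eif2s3x was at most 0.4016 RPM in all of them. PM replicate 4 had a Y chromosome score of -0.916, against -1 in the other PM libraries, where these genes were listed at 0. No explanation was tested for PM replicate 4.

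Sham replicate 6 had higher Clca1 (2.735 on the log2 scale, others -1 to 0.5882), Retnla (6.564, others 3.419 to 4.661), Jchain (7.185, others 4.975 to 5.79) and Rnase2a (1.792, others -1 to -0.3425). Of 14 other genes that rise strongly with OVA, 9 were above every other Sham library, where 2 would be by chance, and they stood at a median of 0.291% of their OVA level (highest 1.826%). A small amount of RNA from an OVA lung is a candidate explanation. A mild response in this animal was not tested.

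PM replicate 1 had a type 2 response score of 1.742 (others 0.16 to 0.702), a cardiac muscle score of 4.94 (others 3.755 to 4.245) and Clca1 at 7.479 on the log2 scale (others -1 to -0.4587). RNA from an OVA lung was argued against as the cause of the Clca1 level, which was 11.09% of the OVA level, because 17 other genes that rise strongly stood at a median of 0.246% of theirs, the highest at 2.967%. For 8 of the 17 PM replicate 1 was above all other PM libraries, where 2.43 would be by chance. Goblet cells in this animal without challenge stay open as a biological explanation, which was not tested, as was the cardiac muscle score.

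The other libraries stood apart in 1 or 2 values each. Sham-OVA replicate 5 did in the alveolar macrophage score (1.685, others 1.261 to 1.351) and Ston1 (-0.6302 on the log2 scale, others 0.1399 to 0.2834). Sham-OVA replicate 4 did in the granulocyte score (5.074, others 3.418 to 3.797) and Gm43300 (-0.7867, others -1). PM-OVA replicate 2 did in the granulocyte score (3.408, others 3.791 to 3.856) and Mycbpap (3.864, others 3.204 to 3.279). PM-OVA replicate 1 did in Gm43300 (-0.147, others -1) and Gm29170 (0.3093, others -0.2123 to -0.1547). PM replicate 6 did in Mycbpap (2.9, others 3.254 to 3.507) and Sham replicate 3 in Cmip (3.386, others 4.231 to 4.746). These 10 values are fewer than the 12.2 that chance gives over all groups, and no explanation was tested for them.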

How the results depend on the processing

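The alternatives below that use DESeq2, edgeR, trend removal, one depth, 3 OVA libraries or gene-by-gene weights were chosen after seeing the data. For the numbers of DEGs that moved by over 1.5 times, the cause was not tested except where the alternative itself tests fewer or more genes or libraries. Counts are given in the order OVA response in Sham offspring, OVA response in PM offspring, AAD DEGs, Sham DEGs and PM_2.5_ DEGs, which were 758, 48, 44, 714 and 4.

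With a pseudocount of 0.1 the OVA response in PM offspring was 30 DEGs, AAD 29 and PM_2.5_ 1. Without a filter, which tests more genes, the counts were 200, 16, 9, 191 and 7, and the interaction called 1 gene, Gm10616. With a mean of at least 1 RPM there was 1 PM_2.5_ DEG. Quantile normalisation gave 1699 in Sham offspring, 68 AAD, 1631 Sham and 1 PM_2.5_ DEG, and median-of-ratios scaling 1148 in Sham offspring and 1100 Sham DEGs. All 4 groups in one fit gave 1733, 554, 544, 1189 and 10, and 1 gene, Ahcy, between PM-OVA and Sham-OVA. Robust estimation gave 2 PM_2.5_ DEGs. Array weights gave 4437, 2516, 2184, 2253 and 332, and 4616 interaction genes. An adjusted p under 0.05 gave 6960, 6356, 5601, 1359 and 755. Replicate blocks, which pair libraries by a number that does not pair the animals, gave 5, 0, 0, 5 and 0 with the number in the sample titles and 3, 0, 0, 3 and 0 with the number in the library names, of which 0% fell. Equal group sizes, with 4 Sham-OVA libraries, gave medians of 364 in Sham offspring, 328 Sham and 12 PM_2.5_ DEGs.

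DESeq2 on the recovered reads gave 4806, 2806, 2479, 2327 and 327, and 2 interaction genes, and without a fold change threshold 5689, 3261, 2889, 2800 and 372. edgeR gave 1388 in Sham offspring, 1346 Sham and 0 PM_2.5_ DEGs. Gene-by-gene array weights gave 4394, 14, 14, 4380 and 0. Array weights with the trend removed gave 3046 in Sham offspring, 3014 Sham and 0 PM_2.5_ DEGs. Trend removal gave 2 PM_2.5_ DEGs and one depth gave 1. With 3 OVA libraries the medians were 193.5 and 19.5. The number of pathway lists called, 4, was 9 at an adjusted p under 0.05 for the DEGs, 11 with DESeq2, 11 and 0 with camera under a preset and an estimated correlation, and 13 with fry.

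With each library left out, the OVA response in Sham offspring ranged from 276 to 3085 DEGs over 12 fits, that in PM offspring from 15 to 504 over 11 fits, AAD DEGs from 15 to 292, Sham DEGs from 243 to 3038 and PM_2.5_ DEGs from 0 to 2.1e+02 over 23 fits. The highest came without Sham-OVA replicate 3 for Sham and without PM-OVA replicate 1 for PM offspring, AAD and PM_2.5_ DEGs. The interaction called from 0 to 6 genes, with 1 (Mcpt2) without PM-OVA replicate 2 and 6 without Sham-OVA replicate 5. DESeq2 called from 4880 to 6291 genes in Sham and from 2048 to 5710 in PM offspring. The difference in the size of the response ranged from -0.348 to 0.167, and its direction was reversed without Sham-OVA replicate 3 (0.014) and without PM-OVA replicate 1 (0.167), with an exact permutation p from 0.357 to 1 over all fits.

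The direction of the 3 sets differed with a p of at most 0.0345 (Fisher's exact or chi-squared test) under every alternative in which all 3 had genes. The share that fell was lower in Sham than in AAD DEGs with array weights (55.26% and 79.35%), at an adjusted p under 0.05 (67.99% and 74.92%) and without PM-OVA replicate 1 (52.58% and 61.64%), and higher in the other fits with genes in both sets. No gene differed between PM and Sham, or between PM-OVA and Sham-OVA, with any library left out (731 and 313 genes at an unadjusted p under 0.05 with all libraries). From 20 to 26 marker scores passed the adjusted threshold with each library left out. The 0 between the maternal groups stayed, but 4 against 4 OVA libraries could hardly have passed. Of the other values, mostly fold changes of single genes, 249 held under the alternatives that keep every library, 16 moved, 8 became stronger and 5 weaker. With a library left out, 593 held, 2 moved, 10 became stronger and 39 weaker, and none of these was reversed. The depth of Sham-OVA replicate 3 limits low genes most.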

Differences from the paper's values

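The paper reports 2842 AAD DEGs, of which 1660 were upregulated and 1182 downregulated, against 44, 41 and 3 with limma. It reports 2792 Sham DEGs, of which 1037 were upregulated and 1755 downregulated, against 714, 292 and 422. It reports 374 PM_2.5_ DEGs, with 249 upregulated and 129 downregulated, against 4, 3 and 1. The paper's 249 and 129 do not add up to its 374, so at least 1 of these values is uncertain. All 9 values differ from the paper's by more than 1.5 times.

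Of the alternatives set before the data were examined, array weights gave values within 1.5 times of the paper's for the AAD DEGs (2184) and those downregulated (1733), for the Sham DEGs (2253) and those upregulated (1008) and downregulated (1245), and for the PM_2.5_ DEGs (332). An adjusted p under 0.05 did so for the upregulated AAD DEGs and the upregulated PM_2.5_ DEGs, quantile normalisation for the upregulated Sham DEGs, leaving out Sham-OVA replicate 3 for all 3 values of the Sham DEGs (3038 in all), and leaving out PM-OVA replicate 1 for the downregulated PM_2.5_ DEGs (147). The other alternatives set before the data were examined did not bring any of the 9 values within that range.

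DESeq2 on the recovered reads, the test named in the paper's methods, was added here after seeing the data and gave values within 1.5 times of the paper's for all 9. Without a fold change threshold it gave 2889 AAD DEGs (1681 upregulated and 1208 downregulated), 2800 Sham DEGs (1046 and 1754) and 372 PM_2.5_ DEGs, and with one it gave 2479, 2327 and 327. Other alternatives chosen after seeing the data that came within that range were edgeR and gene-by-gene array weights for the upregulated Sham DEGs, and array weights with the trend removed for the Sham DEGs and those downregulated.

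The paper places Xpo4 and Mzb1 among AAD, Cmip and Jak3 among Sham and Atp8a1 and Lefty1 among PM_2.5_ DEGs (Fig. 5B). With limma only Mzb1 was called. Of the alternatives set before the data were examined, an adjusted p under 0.05 placed Xpo4 and Lefty1 as the paper does, and a pseudocount of 1 and leaving out Sham-OVA replicate 3 placed Cmip so. Atp8a1 was called with array weights and an adjusted p under 0.05 (AAD) and without Sham-OVA replicate 3 (Sham), and under no setting as a PM_2.5_ DEG. Of the alternatives chosen after seeing the data, edgeR and trend removal placed Cmip as the paper does, array weights with the trend removed Cmip and Jak3, and gene-by-gene array weights Cmip. DESeq2 on the recovered reads, also chosen after seeing the data, placed Mzb1, Cmip, Jak3 and Lefty1 so with or without a fold change threshold. It placed Atp8a1 in the AAD set and Xpo4 in none, with log2 fold changes of -0.57 in Sham and -0.77 in PM offspring. The label ranked lowest in the paper's Fig. 5D was read by eye as Atp8a2, and a misread label is possible. The log2 fold change of Atp8a2 with limma was -0.13 in Sham and -0.16 in PM offspring.

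The paper concludes, after the set operations and the enrichment of each set, that the response to OVA challenge was suppressed after maternal PM_2.5_ exposure. The interaction test with limma called 0 genes, with 854 at an unadjusted p under 0.05, and DESeq2 called 2. The size of the response differed by -0.14 between PM-OVA and Sham-OVA (two-sided exact permutation test, p = 0.667). That score also followed the median shift of all genes in each library. The mitotic list score differed by -0.80 (exact permutation test, p = 0.0635, adjusted p = 0.675). Without Sham-OVA replicate 3, chosen after seeing the data, the mitotic, DNA replication, neutrophil degranulation and proteasome scores were lower in PM-OVA (exact permutation test, p = 0.0286, adjusted p = 0.107 each).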

Other observations

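The tests of group sizes, of a single PM-OVA library, of the trend in the number of Sham DEGs, of the fall of fold changes with transcript length, and of a mixture, a weaker allergic response or a weaker type 2 response in PM-OVA replicate 1 were chosen only after the result was seen.

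Other splits of the libraries were fitted as the real ones were. For the OVA response, 1 of 100 splits in Sham and 1 of 100 in PM offspring called as many genes, which was the real split. Between PM and Sham, between PM-OVA and Sham-OVA and in the interaction, the real count was 0, so 100 of 100 splits called as many. Between PM-OVA and Sham-OVA, 2 other splits called 4439 and 5568 genes, and both put Sham-OVA replicate 3 and PM-OVA replicates 3 and 4, the shallowest libraries, in one group. In the interaction 18 other splits called genes, up to 6654. Of these, 11 put the 3 shallowest libraries together, and those that parted them called at most 10. With array weights, 9 of 40 splits called at least the 4616 interaction genes of the real one, and after removal of the trend with transcript length and GC content the number was 0, so the trend may account for these calls.

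The number of DEGs in Sham offspring exceeded that in PM offspring by 710, and 33 of 100 splits of the maternal labels gave a difference as large, the highest 2794. Group size was argued against as the cause, because with 4 Sham-OVA libraries the lowest count was 276. The depth of the PM-OVA libraries was argued against, because at one depth the ratio of the counts was 21.31. A common response with the spread of each library kept gave 556 and 58 DEGs, a ratio of 9.586 against 15.79 observed, so unequal spread may explain much of the difference. Whether PM-OVA replicate 1 alone makes the difference cannot be told apart, because it depends on Sham-OVA replicate 3. The 504 DEGs without PM-OVA replicate 1 exceed all 6 counts from 3 Sham-OVA libraries that include Sham-OVA replicate 3 (49 to 215), and lie below all 4 that do not (1791 to 2254), so the gap stays when both libraries are left out. With the trend removed, the number in Sham offspring was 931, which argues against the trend as the cause of these calls. An effect of maternal exposure on the response stays open.

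Fold changes after OVA challenge fell with transcript length, with a Spearman rho across 12269 genes of -0.403 in Sham and -0.414 in PM offspring, and rose with GC content (0.305 and 0.354). Genes are not independent replicates. The 10% of genes with the shortest transcripts had a median of 0.45 and the 10% with the longest -1.27 in Sham offspring, 1.718 apart, which argues against a few genes taking most of the reads, since those would shift all genes alike. Whether the trend comes from the libraries or from the response cannot be told apart, because every OVA library has it and the steepest saline slope was -0.149, less than in any OVA library (-0.241 to -0.501).

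PM-OVA replicate 1 had the lowest response score. A mixture with saline RNA was argued against, because plasma cell markers stood at a median of 1.004 of their change in the other PM-OVA libraries while rising genes stood at 0.301. Falling genes stood at 0.56. The plasma cell median rests on 4 markers, from 0.399 for Mzb1 to 1.85 for Jchain. Under median-of-ratios scaling the medians were 0.738 for plasma cell markers, 0.213 for rising genes and 0.575 for falling genes, a narrower gap to the falling genes. The trend was argued against, with a response score of 0.974 after its removal. A weaker allergic response as a whole was argued against, because 0 of 3 scores, those of eosinophils, plasma cells and the type 2 response, lay below the other PM-OVA libraries. A weaker type 2 response alone stays open. Genes of that list stood at a median of 0.65 of their change in the other PM-OVA libraries (quartiles 0.472 and 0.785), while the score of the list lay within their range. What else sets this library apart stays open.

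Many ribosomal protein genes and Gapdh (0 to 3.92 RPM) were listed at low levels, with 62 of 76 ribosomal protein genes under 10 RPM. Their level fell with the share of the transcript found in pseudogenes (Spearman rho -0.361 across genes, permutation test, p = 0.0011), so reads shared with pseudogenes may explain a part. Genes with a low share were at a median of 6.63 RPM as well, so this is not the whole cause. The ratio of mt-Nd1 to mt-Nd2 was 2.671 to 3.93 in the saline libraries and 6.305 to 26.35 in the OVA libraries, and no explanation was tested.

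The median log2 fold change in Sham and PM offspring was 0.42 and 0.29 for the proteasome, 0.35 and 0.20 for mitochondrial ribosomal proteins, 0.70 and 0.66 for respiratory electron transport, 0.72 and 0.34 for neutrophil degranulation, -0.36 and -0.39 for cytosolic ribosomal proteins and -0.70 and -0.60 for DNA methylation enzymes. Under median-of-ratios scaling the 4 lists that rose were higher, while cytosolic ribosomal proteins were at -0.025 and -0.053 and DNA methylation enzymes at -0.36 and -0.26. After removal of the trend, respiratory electron transport was at 0.33 and 0.29 and DNA methylation enzymes at -0.03 and -0.22. The median was -0.16 and -0.26 for aminoacyl-tRNA ligases and -0.22 and -0.16 for the histone modifiers of the discussion, and both changed sign under median-of-ratios scaling (0.21 and 0.09, and 0.14 and 0.21).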
